# Host-specific differences in top-expanded TCR clonotypes correlate with divergent outcomes of anti-PD-L1 treatment in responders versus non-responders

**DOI:** 10.3389/fimmu.2023.1100520

**Published:** 2023-03-27

**Authors:** Jessy John, Samantha M. Y. Chen, Rachel A. Woolaver, Huaibin Ge, Monika Vashisht, Ziyu Huang, Zhangguo Chen, Jing H. Wang

**Keywords:** immune checkpoint inhibitor (ICI), T cell receptor sequencing, TCR repertoire, individualized anti-tumor immune responses, head and neck squamous cell carcinoma (HNSCC)

## Abstract

Immune checkpoint inhibitors (ICIs) have revolutionized cancer treatment; however, the responses to ICI treatment are highly variable in different individuals and the underlying mechanisms remain poorly understood. Here, we employed a mouse squamous cell carcinoma (SCC) model where tumor-bearing recipients diverged into responders (R) versus non-responders (NR) upon anti-PD-L1 treatment. We performed in-depth TCRβ sequencing with immunoSEQ platform to delineate the differences in CD8 tumor-infiltrating lymphocytes (TILs). We found that R and NR CD8 TILs both exhibited evidence of clonal expansion, suggesting activation regardless of response status. We detected no differences in clonal expansion or clonal diversity indexes between R vs. NR. However, the top expanded (>1%) TCRβ clonotypes appeared to be mutually exclusive between R and NR CD8 TILs, showing a preferential expansion of distinct TCRβ clonotypes in response to the same SCC tumor in R vs. NR. Notably, the mutual exclusivity of TCR clonotypes in R vs. NR was only observed when top TCRβ clonotypes were counted, because such top-expanded clonotypes are present in the opposite outcome group at a much lower frequency. Many TCRβ sequences were detected in only one recipient at a high frequency, implicating highly individualized anti-tumor immune responses. We conclude that differences in the clonal frequency of top TCR clonotypes between R and NR CD8 TILs may be one of the factors underlying differential anti-PD-L1 responses. This notion may offer a novel explanation for variable ICI responses in different individuals, which may substantially impact the development of new strategies for personalized cancer immunotherapy.

## Introduction

Immune checkpoint inhibitors (ICIs) have emerged as a promising therapy used to treat different types of cancers including head neck squamous cell carcinoma (HNSCCs) (1–4). However, the response rate of HNSCCs to ICI treatment remains relatively low when applied alone as monotherapy or combined with chemoradiation (3). The underlying mechanisms for such highly variable responses remain incompletely understood (5, 6). Prior studies have focused on the differences in tumor-intrinsic factors such as tumor mutational burden (TMB) or PD-L1 expression, or environmental factors such as microbiome. For example, TMB has been reported to correlate to ICI response in melanoma and non-small cell lung cancer (NSCLC) (7–9). However, it remains controversial whether the level of TMB correlates to ICI response in HNSCC. Prior studies showed that TMB^high^ HNSCCs responded to ICI treatment better (10–12), whereas conflicting data showed that TMB did not correlate to ICI response (13, 14). One biomarker for correlating ICI responses in HNSCCs is PD-L1 expression. The clinical trial data showed that the PD-L1 expression is predictive of the response rate and survival if the combined positive score (CPS) was used, which considers PD-L1 expression from both tumor and TME (3). However, the PD-L1 expression based on the tumor proportion score (TPS) does not predict ICI response rate or survival (3). Nonetheless, ICI responses cannot be accurately predicted by CPS of PD-L1 expression; thus, additional biomarkers are needed. Taken together, these studies indicate that tumor-intrinsic differences may not fully explain differential ICI responses in HNSCCs.

We hypothesized that immunological heterogeneity in the host may also contribute to the differential responses to ICI treatment (5, 6). One of the most influential factors underlying immunological heterogeneity is the adaptive immune system including T and B cells. Most conventional T cells are αβ T cells and each individual T cell expresses a unique T cell antigen receptor (TCR) consisting of an alpha (α) and a beta (β) chain. Both TCRα and TCRβ chains are generated *via* a somatic DNA recombination process, termed V(D)J recombination. TCRs can be grouped into distinct “clonotypes” containing TCRα and/or TCRβ chains encoded by unique V(D)J gene segments and complementarity-determining region 3 (CDR3). CDR3 is of particular importance because it encompasses the highly divergent junction of V(D)J recombination and determines antigen specificity of TCRs.

Prior studies showed that the level of CD8 tumor-infiltrating lymphocytes (TILs) correlate positively with HNSCC outcomes (15–18). Given the critical role of CD8 T cells in anti-tumor immunity, we employed a mouse SCC model, where tumor-bearing recipients diverged into responders vs. non-responders upon anti-PD-L1 treatment, to examine the contribution of CD8 T cells to differential responses to ICI (19). In line with prior studies, we showed that CD8 T cells were required for the efficacy of anti-PD-L1 treatment. Moreover, we showed that top expanded TCR clonotypes were almost mutually exclusive in the CD8 TILs of responders vs. non-responders (19). We previously examined the TCR repertoire using single-cell TCR sequencing (19, 20), which can simultaneously detect both TCRα and TCRβ chains; however, the sequencing depth of this method is rather limited. Hence, in the current study, we employed the immunoSEQ platform to perform in-depth sequencing of TCRβ clonotypes in the CD8 TILs of responders and non-responders. Our data suggest that differences in the clonal frequency of top TCR clonotypes between responder and non-responder CD8 TILs may be one of the factors underlying differential anti-PD-L1 responses.

## Method

### *In vivo* mouse work and tumor injection

A223 tumor line was described previously (21). Tumor cells were injected into wild-type (WT) C57BL/6 (B6) (Stock no. 000664) (Jackson Laboratories). Both male and female mice (6-8 weeks) were used for the study. All mice were maintained under specific pathogen-free conditions in the vivarium facility of University of Colorado Anschutz Medical Campus (Aurora, CO) or in the UPMC Hillman Cancer Center Animal Facility (Pittsburgh, PA). Animal work was approved by the Institutional Animal Care and Use Committee of University of Colorado Anschutz Medical Campus (AMC) (Aurora, CO) and University of Pittsburgh (Pittsburgh, PA).

A223 cells were cultured and trypsinized as described earlier (19). A223 cells (1×10^5^) were resuspended to a final volume of 100μL in 50% Matrigel (Corning)/50% PBS and injected subcutaneously into one flank of each mouse. Tumor length and width were measured with calipers, and tumor volume was calculated as (length×width^2^)/2. When tumor size reached ~250-350mm^3^, tumor-bearing mice were treated with anti-PD-L1 (200µg/mouse/time diluted in PBS, clone 10F.9G2, BioXCell, Catalog# BE0101) *via* intraperitoneal (i.p.) injection three times (2-day interval) or PBS only as vehicle control (control group). Of note, as shown in our previous study (19), all the tumor-bearing mice in the control group had tumor growing out, and no substantial differences were observed in tumor growth among control group. To assess treatment effects, relative change in tumor volume (RCTV) was calculated as the change in tumor volume (TV) from the start of treatment (TV_0_) to the TV at day n (the endpoint of control group) (TV_n_) divided by TV_0_ (RCTV=[TV_n_−TV_0_]/TV_0_). For example, if tumor-bearing mice were treated on day 12 (the start of treatment), day 14, and day 16 with anti-PD-L1, and tumors were collected and analyzed on day 20, the RCTV would be calculated as follows: RCTV= (TV_day20_−TV_day12_)/TV_day12_. Based on the RCTV, anti-PD-L1 treated recipients were divided into responders (RCTV<0), slow progressors (0<RCTV ≤ 1.5) and non-responders (RCTV>1.5).

### DNA sequencing of CDR3 regions in the TCRβ chains of TIL samples

Tumors were harvested from 3 R (1R-3R) and 4 NR (4NR-7NR) tumor-bearing mice and single-cell suspensions were prepared as described previously (19). Single-cell suspensions were subjected to EasySep™ Mouse CD8a Positive Selection Kit II (StemCell Technologies, Catalog#18953) according to manufacturer’s instructions to purify CD8 T cells followed by genomic DNA isolation. DNA concentration and purity were determined by NanoDrop™ One^C^ (Thermo Fisher Scientific). Genomic DNA samples were submitted to Adaptive Biotechnologies for amplification and sequencing of TCRβ chain CDR3 regions using the ImmunoSEQ platform (Adaptive Biotechnologies) at survey resolution (22). The same amount of genomic DNA was used for all 7 samples. The TCRβ chain CDR3 sequences and corresponding V, D, and J segments were delineated using the algorithm developed by ImMunoGeneTics (IMGT) collaboration (23). Data were analyzed using ImmunoSEQ Analyzer platform (http://www.adaptivebiotech.com/immunoseq/analyzer) and also extracted for further analysis using R (version 4.1.0) or using immunarch (version 0.6.7) package of R. Only in-frame TCR rearrangements were used for clonotype analysis. Details of the samples are included in **Supplemental Table 1**.

Clonal expansion index was calculated by dividing the clonal frequency of each clonotype in top-20 expanded clonotypes by the sum (∑) of all singleton clonotype frequency, $\frac{\%\;in\;each\;sample}{\sum_{i=1}^{n}singleton\%\;in\;each\;sample\;}$ where n is the total number of singleton clonotypes. Singleton clonotype was defined as a given clonotype identified only once in a given sample. Simpson clonality is the square root of the sum over all observed rearrangements of the square fractional abundances of each rearrangement (Simpson clonality = $\sqrt{\sum_{i=1}^{n}P_{i}^{2}}$ where n is the total number of rearrangements, ‘*i’* is each rearrangement and *P_i_* is productive frequency of rearrangement ‘*i’*). Simpson clonality is also the square root of Simpson’s D and is robust across differences in sampling depths. Simpson’s D (also known as Simpson’s dominance index) is the sum over all observed rearrangements of the square fractional abundances of each rearrangement (Simpson’s D = $\sum_{i=1}^{n}P_{i}^{2}$ ). 

Normalized TCR Richness is calculated by dividing the number of unique productive TCR sequences with the number of total productive TCR sequences.

### Statistical analysis

Data were presented as mean ± SEM. Statistical significance was calculated with unpaired t test or Fisher’s Exact test (24). Analysis was performed using GraphPad Prism version 9.3.1 for Windows (GraphPad Software).

## Results

### Clonal expansion of CD8 TILs in responders vs. non-responders

One limitation of single-cell TCR sequencing is that only a few thousand cells were analyzed. To further test our findings of mutual exclusivity of TCR clonotypes in R vs. NR, we performed TCRβ CDR3 DNA sequencing using Adaptive Biotechnologies’ immunoSEQ platform, which allowed us to examine much more productive TCRβ CDR3 sequences. 

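CD8 TILs were obtained from A223 tumors, a mouse squamous cell carcinoma line grown under the skin of C57BL/6 mice. All 7 mice received anti-PD-L1 at 200 µg per injection in 3 injections given at a 2-day interval, and the tumors were collected on day 18. There were 3 responders (R) and 4 non-responders (NR), with 1 library per mouse. CD8 T cells were purified by positive selection, and rearranged TCRβ CDR3 regions were amplified from their genomic DNA by multiplex PCR on the immunoSEQ platform at survey resolution. The deposited files list every TCRβ rearrangement of each mouse as an 87-nucleotide sequence with the estimated number of template molecules, a count close to the number of cells that carried it. They also give its V and J gene, its CDR3 amino acid sequence, and whether it was in frame, out of frame or interrupted by a stop codon. Productive (in-frame) templates numbered 13807, 8556 and 9877 in 1R, 2R and 3R, with a median of 9877. In 4NR, 5NR, 6NR and 7NR they numbered 5062, 11741, 2332 and 15182, with a median of 8401.5. The template counts were used without further normalization for the repertoire measures. A clonotype was taken as a distinct nucleotide rearrangement for measures of each mouse's repertoire, and as a distinct CDR3 amino acid sequence for comparisons of clonotypes between mice. For measures with 1 value per mouse, the mouse was the unit of the comparison of R with NR, tested by a two-sided exact permutation test over the 35 ways of dividing 7 mice into groups of 3 and 4, for which the smallest possible p is 0.0286.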

In total, we sequenced 3 responders (1R, 2R, 3R) and 4 non-responders (4NR, 5NR, 6NR, 7NR) by isolating CD8 TILs from 7 individual mice that were treated with anti-PD-L1 (**Figure 1A**). The total numbers of sequenced templates and productive rearrangements were shown for all 7 samples (**Supplemental Table 1**).

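Counted over all rearrangements, productive or not, the 3 R samples held 18392, 9460 and 12726 templates (1R to 3R) and the 4 NR samples held 7019, 14601, 2861 and 18642 (4NR to 7NR). Productive rearrangements numbered 1409, 766 and 1090 in R and 948, 953, 333 and 1408 in NR. Over the 7 mice this gave 66557 productive templates. The 6907 productive rearrangements, summed over mice, comprised 6530 distinct nucleotide sequences and 5675 distinct CDR3 amino acid sequences. Out-of-frame rearrangements took 9.21% to 27.5% of all templates, lowest in 2R and highest in 4NR, where a single rearrangement held 806 templates. Rearrangements with a stop codon took 8.44% of the templates of 1R and 0.105% to 0.833% in the other mice, and 1 rearrangement held 1426 of the 1552 such templates of 1R.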

Consistent with single-cell TCR sequencing data, we found that CD8 TIL samples underwent clonal expansion to a similar extent in R vs. NR groups (**Figure 1B**). 

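The 20 most abundant rearrangements held 74.4% of the productive templates in 1R (95% Wilson confidence interval 73.7 to 75.1), 80.8% in 2R and 67.4% in 3R, against 67.8%, 80.6%, 75.3% and 77.0% in 4NR to 7NR. The intervals cover counting error only. The group values were 74.2% ± 6.69 (SD, n = 3) in R and 75.2% ± 5.40 (SD, n = 4) in NR, and they did not differ beyond the spread between mice (two-sided exact permutation test, p = 0.714).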

To better delineate the relative abundance of all TCR clones in the entire repertoire, we also employed repClonality function of immunarch package to analyze our TCRβ sequencing data. 

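Clonotypes were called hyperexpanded at a frequency above 0.01 of productive templates and large above 0.001. Hyperexpanded clonotypes numbered 11, 7 and 17 in 1R to 3R and 11, 10, 9 and 14 in 4NR to 7NR, and held 69.0% ± 4.54 (SD, n = 3) of productive templates in R and 70.0% ± 4.67 (SD, n = 4) in NR. Large clonotypes added 14.1% ± 3.16 in R and 11.7% ± 3.76 in NR (SD, n = 3 and 4). Together both classes held 83.1% ± 1.68 of productive templates in R and 81.7% ± 6.83 in NR (SD, n = 3 and 4; two-sided exact permutation test, p = 0.971). By number, they were 5.48% ± 1.36 of the distinct clonotypes in R and 8.94% ± 8.87 in NR, the highest share being 22.2% in 6NR, the mouse with the fewest templates.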

We found that the vast majority of TCRβ clonotypes in CD8 TIL samples belonged to hyperexpanded or large clones (**Figure 1C**), demonstrating clonal expansion regardless of R or NR state. We showed the top 10 TCR clonotypes (including VDJ usage and CDR3 sequences of TCRβ) for all 7 samples and their abundance in each sample (**Supplemental Table 2**).

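The most abundant rearrangement of each mouse was as follows. In 1R it encoded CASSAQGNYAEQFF with TCRBV13-03 and TCRBJ02-01 and took 2357 templates, 17.1% of the productive repertoire (95% Wilson interval 16.5 to 17.7). Its sequence was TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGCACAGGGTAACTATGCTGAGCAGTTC. In 3R it encoded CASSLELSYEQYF with TCRBV16-01 and TCRBJ02-07 and took 1565 templates, or 15.8% (15.1 to 16.6). In 7NR it encoded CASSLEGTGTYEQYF with the same gene segments and took 5703 templates, or 37.6% (36.8 to 38.3). In the other 4 mice it encoded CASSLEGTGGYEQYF, also from TCRBV16-01 and TCRBJ02-07, with 2850 templates in 2R (33.3%), 873 in 4NR (17.2%), 2713 in 5NR (23.1%) and 992 in 6NR (42.5%). The second most abundant rearrangement took 12.0% in 1R, 21.0% in 2R, 14.7% in 3R, 11.1% in 4NR, 14.8% in 5NR, 7.25% in 6NR and 6.07% in 7NR. In order of these mice it encoded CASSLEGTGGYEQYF, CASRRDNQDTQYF, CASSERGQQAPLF, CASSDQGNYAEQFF, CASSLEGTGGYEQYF, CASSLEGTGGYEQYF and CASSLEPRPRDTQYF.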

To better delineate the clonal expansion status of R vs. NR CD8 TILs, we compared the average clonal frequency of the top 20 expanded clonotypes between R vs. NR samples (N=60 for R vs. N=80 for NR). 

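With the mouse as the unit, the mean frequency of the 20 most abundant clonotypes was 3.71% ± 0.335 (SD, n = 3) in R and 3.76% ± 0.270 (SD, n = 4) in NR. The difference was smaller than the spread between mice (two-sided exact permutation test, p = 0.714). With the clonotype as the unit, 60 clonotypes of R against 80 of NR, a two-sided permutation test with 100000 resamples gave p = 0.968, although clonotypes of the same mouse are not independent. The sign of this small difference changed under some of the settings tried, and with 50 clonotypes in place of 20 it was 0.000208 as a fraction of the repertoire, with R higher.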

Our data showed no differences in the average clonal frequency of top 20 clonotypes (**Figure 1D**). 

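The input DNA was similar across samples, between 393 and 404 ng, while the productive templates obtained differed 6.51-fold between the deepest sample (7NR) and the shallowest (6NR). Per genome in the input, as estimated from its mass in the deposited overview, productive templates amounted to 22.7%, 13.9% and 16.3% in 1R to 3R and to 8.32%, 18.9%, 3.81% and 25.1% in 4NR to 7NR. A clonotype with no template could therefore have had a frequency of up to 0.0198% in 7NR but up to 0.129% in 6NR, taking 3 templates as the limit that a count of 0 allows.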

The number of productive TCR templates varied significantly in different samples due to sampling variation (**Supplemental Table 1**). In order to minimize the effects of sampling variation, we calculated “clonal expansion index” using a normalization method (See details in Method). 

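Singleton rearrangements, those with a single template, held 5.74%, 4.98% and 6.48% of productive templates in 1R to 3R and 11.2%, 4.74%, 8.02% and 5.54% in 4NR to 7NR. Dividing the frequency of each of the 20 most abundant clonotypes by this share, and averaging within a mouse, gave a clonal expansion index of 0.648, 0.812 and 0.520 in 1R to 3R and of 0.303, 0.849, 0.470 and 0.695 in 4NR to 7NR. The difference between the group means, R minus NR, was 0.0806, with an SD of 0.146 (n = 3) in R and 0.242 (n = 4) in NR. The groups did not differ beyond the spread between mice (two-sided exact permutation test, p = 0.657). Since the number of singletons depends on depth, the index was also computed with every mouse downsampled to the 2332 productive templates of 6NR, and the difference, R minus NR, then changed sign to -0.0299. Without 4NR it was -0.0116.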

Again, we did not identify any significant differences in clonal expansion index between R vs. NR CD8 TILs (**Figure 1E**). Taken together, we conclude that both R and NR CD8 TILs underwent clonal expansion to a similar extent.

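The most abundant rearrangement alone held 22.1% ± 9.75 (SD, n = 3) in R and 30.1% ± 11.9 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.343). With 3 and 4 mice, a difference smaller than the spread between mice was not detectable with these samples.

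**Figure D1:**
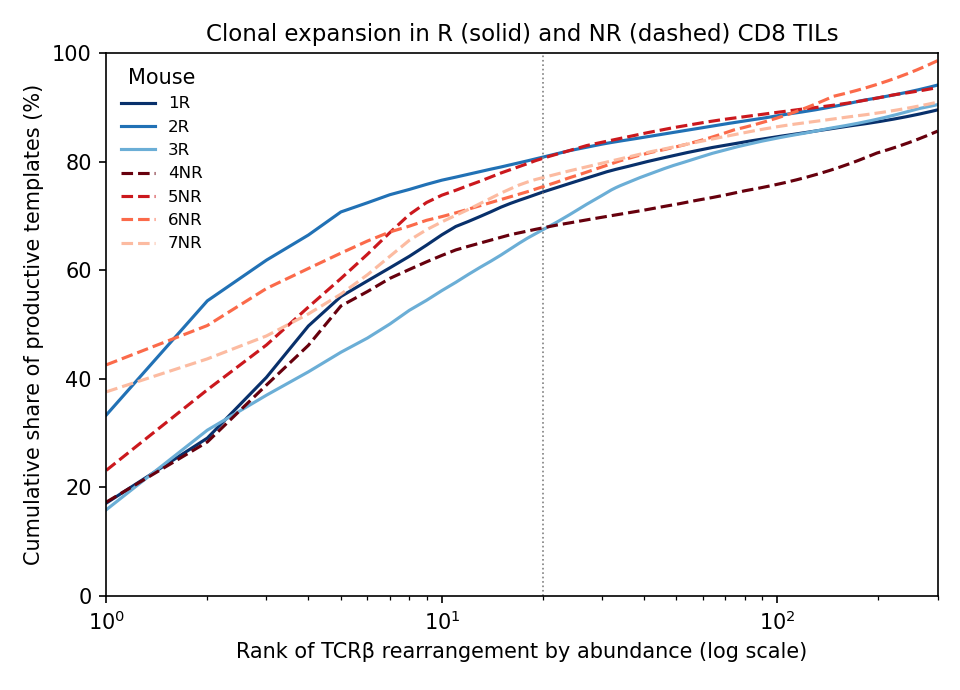
Cumulative share of productive templates (%) against the rank of each rearrangement by abundance on a log scale, with 1 line per mouse, solid for R and dashed for NR. At rank 20, marked by the dotted line, the 7 mice lie between the values of 3R and 2R, and the R and NR lines overlap.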

**Figure 1:**
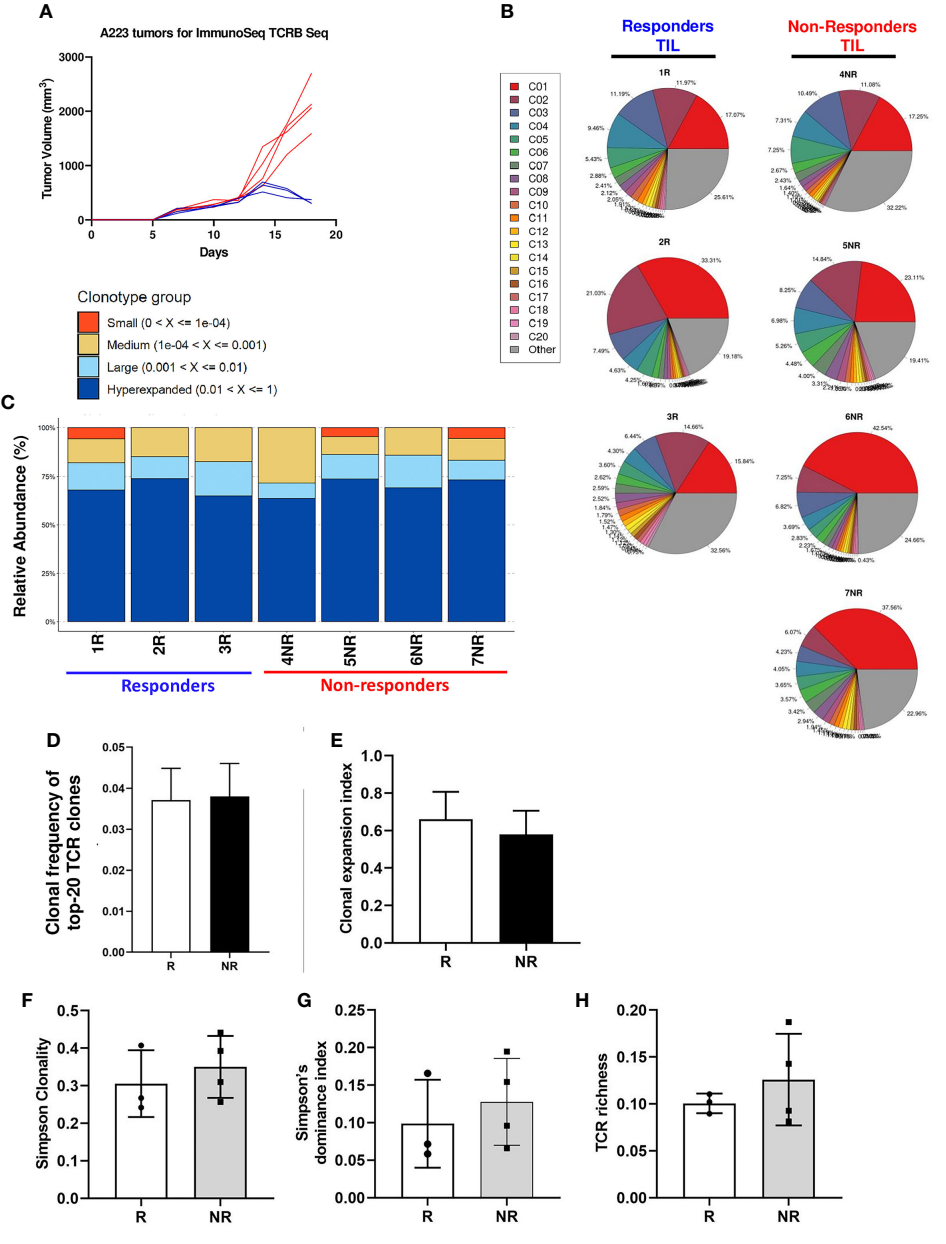
Clonal expansion in responder and non-responder CD8 TILs. **(A)** Tumor growth curves of R (blue) and NR (red) mice. CD8 T cells were isolated from the tumors of R (n=3, 1R, 2R, 3R) and NR (n=4, 4NR, 5NR, 6NR, 7NR) mice after anti-PD-L1 treatment on day 18 after tumor inoculation followed by gDNA extraction for ImmunoSEQ TCRβ sequencing. **(B)** TCRβ clonal expansion in 7 sequenced TIL samples. Each pie chart shows the percent of top 20 TCRβ clonotypes in each sample. A single-colored pie slice represents the percentage of cells containing the same TCRβ clonotype in the entire sample, and the gray slice represents the combined percentage of remaining TCRβ clonotypes in each sample. **(C)** Relative abundance of TCRβ clonotypes in 7 sequenced CD8 TIL samples. The relative abundance of individual TCRβ clonotypes was calculated using repClonality function in immunarch package and TCR clonotypes were grouped accordingly as small, medium, large, and hyperexpanded. **(D)** Average of clonal frequency of top-20 TCRs in R (n=3 mice, N=60 clonotypes in total) vs. NR (n=4 mice, N=80 clonotypes in total). **(E)** Clonal expansion index between R vs NR CD8 TILs. **(F-H)** No differences in TCR diversity indexes between R vs. NR CD8 TILs, including Simpson clonality **(F)**, Simpson’s dominance index **(G)**, and normalized TCR richness **(H)**.

### No differences in clonal diversity between responder vs. non-responder CD8 TILs

Diversity is an important global characteristic of TCR repertoires, which can be generally considered as the number of unique TCR (richness) and their relative abundances (evenness). Various metrics can be calculated to capture one or both properties of TCR diversity. These matrices can quantitatively characterize TCR repertories and the distribution patterns of TCR abundances in a T cell population, which include Simpson Clonality, Simpson’s D (also known as Simpson’s dominance index) and TCR richness. Simpson clonality is a method of quantifying the shape of a repertoire, ranging between 0 and 1, where values approaching 1 indicate a nearly monoclonal population. Simpson’s dominance index ranges from 0 to 1, where values approaching 0 correspond to a polyclonal, infinitely large, perfectly even repertoire and values approaching 1 correspond to a nearly monoclonal sample, where one clone dominates. TCR richness is defined as the number of unique productive TCR rearrangements in a given sample; however, this parameter can be influenced by sampling variation. Hence, we calculated the normalized TCR richness (See details in Methods). Overall, we found no significance differences in Simpson clonality (**Figure 1F**), Simpson’s dominance index (**Figure 1G**) or normalized TCR richness (**Figure 1H**) between R vs. NR CD8 TILs. 

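Simpson clonality, computed from productive frequencies, ranged from 0.242 to 0.407 in R (SD 0.0890, n = 3) and from 0.257 to 0.441 in NR (SD 0.0826, n = 4). The difference between the group means, R minus NR, was -0.0447 (two-sided exact permutation test, p = 0.514). These values differed by at most 4.6e-05 from the clonality in the authors' deposited overview. Simpson's dominance index was 0.0986 ± 0.0585 (SD, n = 3) in R and 0.128 ± 0.0578 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.543). Normalized TCR richness, the number of distinct productive rearrangements per productive template, was 0.101 ± 0.0105 (SD, n = 3) in R and 0.126 ± 0.0488 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.457). Richness falls as depth rises, and the 2 highest values, 0.187 and 0.143, came from the 2 shallowest mice, 4NR and 6NR. With every mouse at the depth of 6NR, the difference in richness, R minus NR, moved from -0.0254 to -0.00544.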

We conclude that there is no significant difference in TCR diversity between R vs. NR CD8 TILs.

### Top TCR clonotypes appear to be mutually exclusive in R vs. NR CD8 TILs assessed by TCRβ DNA sequencing

In line with our findings from single-cell TCR sequencing (19), we showed that the commonly expanded TCRβ (defined as >1% of the entire repertoire of a given sample) CDR3 a.a. sequences appeared to be almost mutually exclusive between R (n=30) vs. NR (n=32) samples (**Figure 2A**). 

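Summed by CDR3 amino acid sequence, 62 clonotypes exceeded 1% of productive templates in at least 1 mouse. By mean abundance, 30 were assigned to R and 32 to NR. Of the 62, 55 exceeded 1% in only 1 mouse each, 1 (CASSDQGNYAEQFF) in 2 mice of the same group, and 6 in mice of both groups. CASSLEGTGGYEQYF exceeded 1% in all 7 mice. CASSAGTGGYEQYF had 1.28% in 3R and 15.4% in 5NR. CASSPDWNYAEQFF had 2.90% in 1R and 3.35% in 5NR. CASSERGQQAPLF had 14.8% in 3R and 1.11% in 6NR, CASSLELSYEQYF had 15.9% and 2.74% in the same mice, and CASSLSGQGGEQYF had 4.32% and 1.07%. In 6NR the last 3 rested on 26, 64 and 25 templates.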

Designation to R vs. NR group was determined by average abundance in R vs. average abundance in NR (**Table 1**). To test if top TCRβ CDR3 a.a. sequences in R group are also observed in NR group and vice versa, we performed a Fisher’s Exact test (24) and found that top R TCRβ CDR3 sequences were much more frequently observed in R than in NR, and vice versa (*P*<0.0001). For instance, out of 30 R clonotypes, 26 of them were detected in R with a frequency of >1%, whereas only 4 of them were detected in NR with a frequency of >1% (**Figure 2B**; **Table 1**). 

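Of the 30 clonotypes assigned to R, 26 exceeded 1% in no NR mouse, and of the 32 assigned to NR, 30 exceeded 1% in no R mouse, so that 56 of 62 (90.3%) were confined to their own group (Fisher's exact test, two-sided, p = 5.66e-11). Each clonotype counted as an observation in this test, and a clonotype seen in 1 mouse is confined to whichever group holds that mouse. When the 7 mice were divided into 3 and 4 in all 35 ways and the clonotypes assigned anew each time, between 55 and 60 of the 62 were confined to their own group, and 32 of the 35 divisions, the one by outcome included, had at least 56. The same test had a p below 0.05 in all 35.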

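With presence in the opposite outcome group set at a frequency above 0.5%, 23 of the 30 R clonotypes were absent from NR and 28 of the 32 NR clonotypes were absent from R, so that 51 of 62 (82.3%) were confined to their own group (two-sided Fisher's exact test, p = 4.31e-07). Over the 35 divisions of the 7 mice, 50 to 58 clonotypes were confined, and 34 divisions had at least 51.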

When we expanded our analysis to clonotypes with a frequency of >0.5%, we still detected a significant difference between clonotypes in R vs. NR (**Figure 2C**, top, *P*<0.0001), namely, the clonotypes in R group occurred much more frequently in R than NR, and vice versa. However, when we counted the clones with a frequency of >0.1% in the opposite outcome group or all clones regardless of their clonal frequency in either group, we did not identify a statistical significance for a given top CDR3 sequence to be observed in R vs. NR group (**Figure 2C**, middle and bottom). 

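With presence set at a frequency above 0.1%, 14 of 30 R clonotypes and 19 of 32 NR clonotypes were confined to their own group, 53.2% of all (two-sided Fisher's exact test, p = 0.798). With any template counted as presence, the confined clonotypes were 11 of 30 and 15 of 32, or 41.9% (two-sided Fisher's exact test, p = 0.213). A frequency of 0.1% lies below the 0.129% that a count of 0 allows in 6NR. When copies with the nucleotide sequence of the mouse with the highest frequency were left out, 56 of 62 clonotypes were confined at 0.1% (90.3%, two-sided Fisher's exact test, p = 6.61e-11) and 47 of 62 with any template counted (75.8%, p = 4.93e-05, same test). Removing copies raises the confined share by construction. Without 3R, the share at 0.1% was 72.0% of 50 clonotypes (two-sided Fisher's exact test, p = 0.0105), and without 6NR it was 67.2% of 58 (p = 0.0132, same test).

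**Figure D2:**
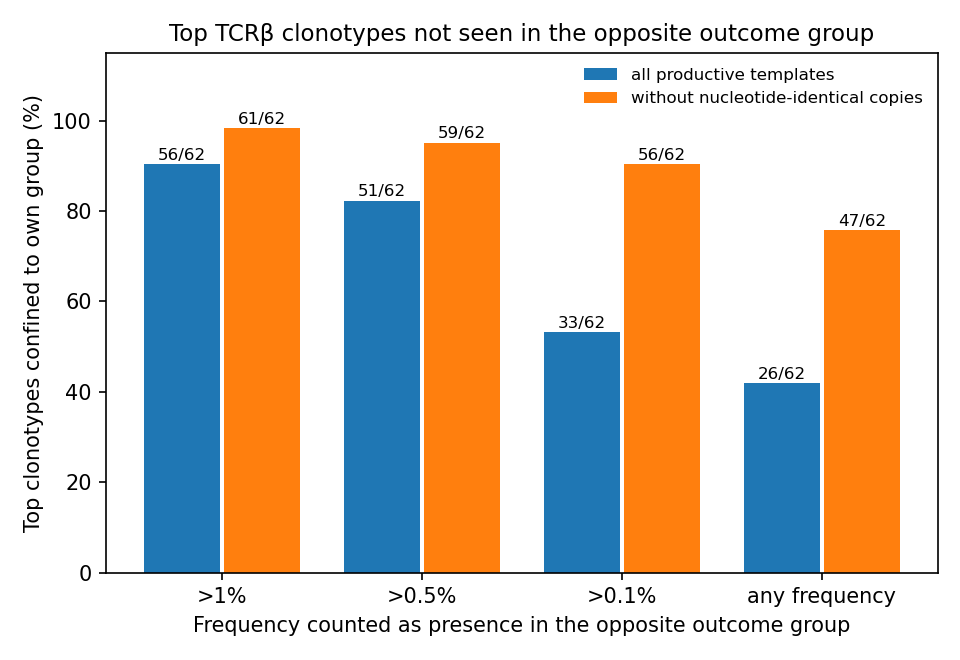
Share of the 62 top clonotypes confined to their own outcome group (%), against the frequency counted as presence in the opposite group, for all productive templates and without copies that have the nucleotide sequence of the mouse with the highest frequency. The numbers above the bars are confined clonotypes over all clonotypes, from 56 of 62 at >1% to 26 of 62 at any frequency with all templates, and from 61 to 47 of 62 without the copies.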

Taken together, these data show that the top CDR3 sequences (>1%) in R group are also present in NR group, albeit at a much lower frequency (**Table 1**).

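At a frequency of 1% or less, the 62 top clonotypes had 98 copies in mice other than the mouse with their highest frequency, with a median of 7 templates per copy, and 59 of these were in a mouse of the opposite outcome. Of the 98 copies, 76 (77.6%) included the same nucleotide rearrangement as the mouse with the highest frequency, and this rearrangement made up 889 of their 1197 templates (74.3%). In mice of the opposite outcome it was 50 of 59 copies (84.7%). Over all rearrangements, 274 of 6530 distinct productive sequences (4.20%) and 144 of 3848 non-productive ones (3.74%) were found in at least 2 mice. No difference between these shares was detected (two-sided Fisher's exact test, p = 0.278). With at least 2 templates in each mouse they numbered 150 and 58, a lower share for non-productive ones that was not tested. In some pairs of mice the copies were mostly in 1 direction. All 11 rearrangements above 0.5% of templates in 2R were also found in 3R, at a median of 1.77% of their frequency in 2R, while 0 of 32 such rearrangements of 3R were found in 2R. From 4NR, 14 of 15 were found in 1R at a median of 3.79% of their frequency, against 1 of 21 in the opposite direction. From 5NR, 19 of 20 were found in 3R at a median of 7.47%, against 0 of 29. Other pairs had copies both ways, with 17 of 19 rearrangements of 6NR found in 7NR and 10 of 22 in the opposite direction, and 23 of 31 of 3R found in 6NR and 3 of 16 in the opposite direction. A rearrangement was counted for a mouse only where its frequency there was the higher of the pair.

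**Figure D3:**
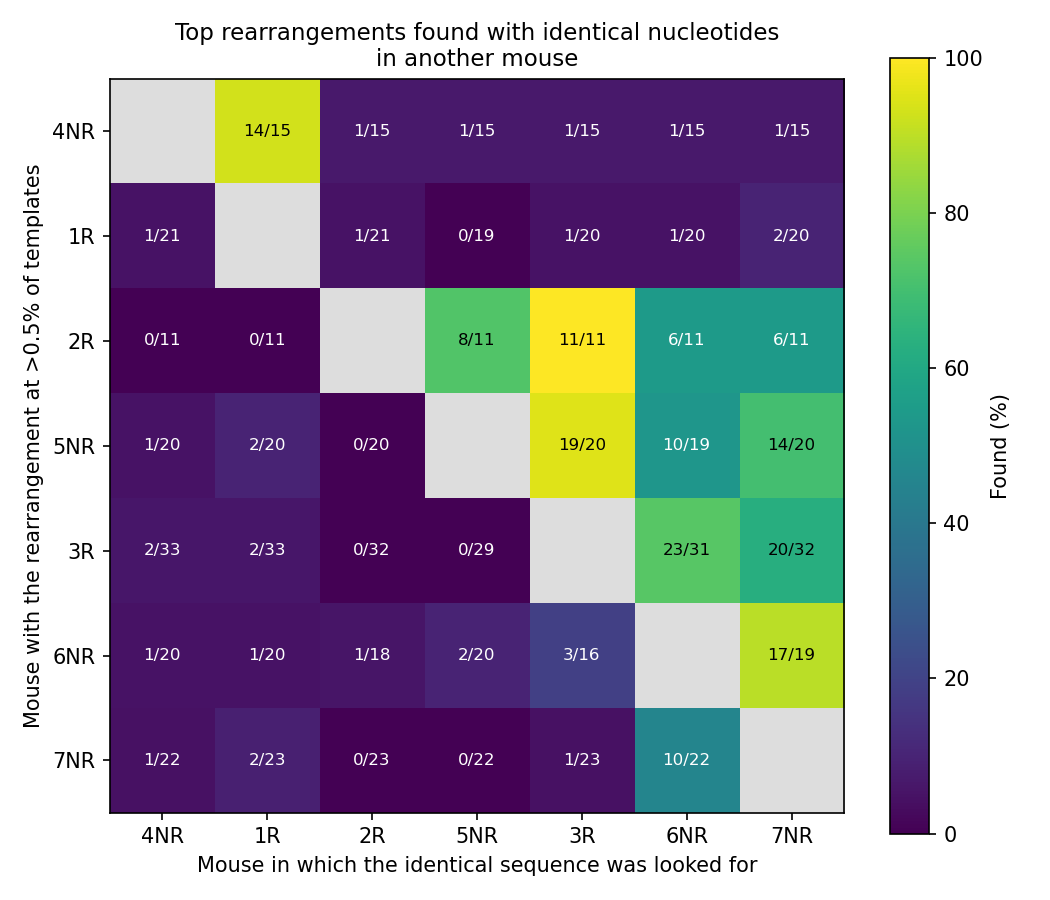
Rearrangements above 0.5% of all templates in 1 mouse (vertical axis) that were found with the identical nucleotide sequence in another mouse (horizontal axis), as found over tested, with the color giving the percent found. Mice are ordered to bring together those with many shared sequences. The highest values are 11 of 11 (2R in 3R), 19 of 20 (5NR in 3R) and 14 of 15 (4NR in 1R).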

**Figure 2:**
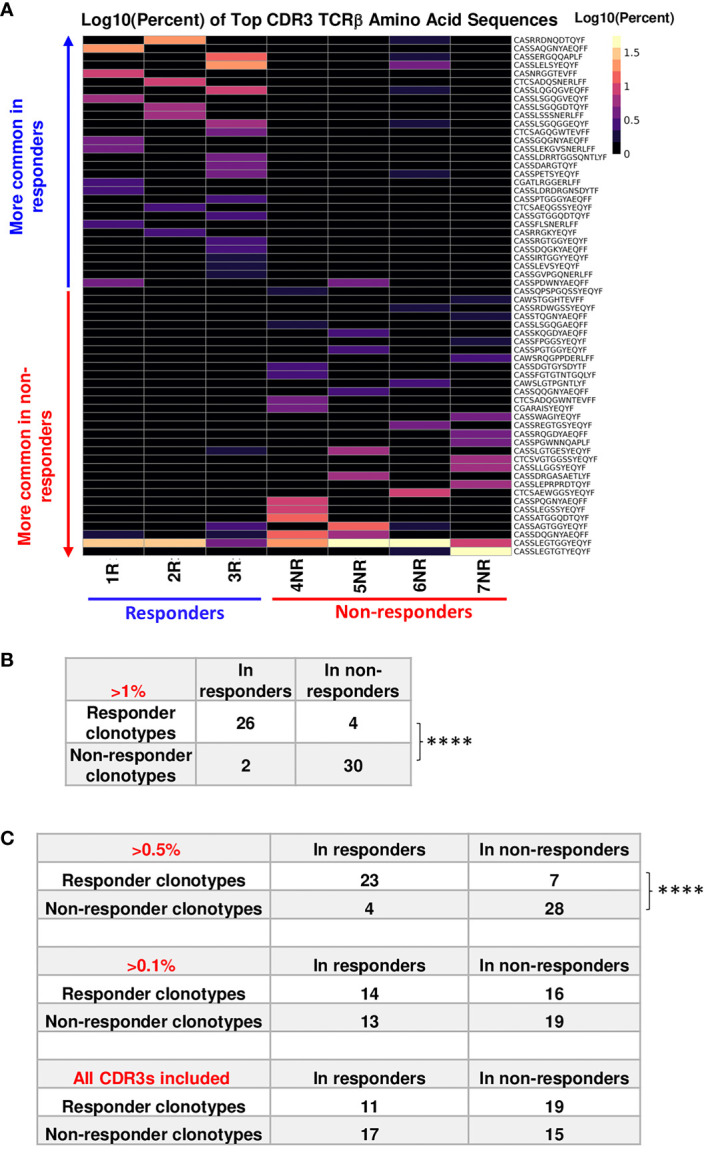
Top TCRβ clonotypes appear to be mutually exclusive between responder (R) and non-responder (NR) CD8 TILs. **(A)** Heatmap of top TCRβ clonotypes in all samples. Top TCRβ clonotypes (abundance >1% of a given sample) defined as having the same TCRβ CDR3 a.a. sequences were sorted by average abundance in R vs. average abundance in NR. **(B)** Statistical analysis for the mutual exclusivity of R vs. NR top TCRβ clonotypes. Top TCRβ clonotypes were assigned to R (n=30) or NR (n=32) group according to their overall abundance in either group. 26 of 30 R clonotypes were observed only in R and 28 of 32 NR clonotypes were observed in NR only, when the abundance of shared clonotypes is set to be >1% for the opposite outcome group. Statistical significance was calculated by Fisher’s Exact test (****, *P*<0.0001). **(C)** Differences between two groups were calculated by Fisher’s Exact test to evaluate the exclusivity of TCRβ clonotypes in R or NR. Top: 23 R clonotypes were observed only in R, whereas 7 R clonotypes were also observed in NR. 28 NR clonotypes were observed in NR only, whereas 4 NR clonotypes were also observed in R, when the abundance of shared clonotypes is set to be >0.5% in the entire repertoire of the opposite outcome group (****, *P*<0.0001). Middle: 14 R clonotypes were observed only in R, whereas 16 R clonotypes were also observed in NR. 19 NR clonotypes were observed in NR only, whereas 13 NR clonotypes were also observed in R, when the abundance of shared clonotypes is set to be >0.1% in the entire repertoire of the opposite outcome group (N.S., no significance). Bottom: 11 R clonotypes were observed only in R, whereas 19 R clonotypes were also observed in NR; 15 NR clonotypes were observed in NR only, whereas 17 NR clonotype was also observed in R, when all CDR3β sequences were counted for the opposite outcome group including clones less than< 0.1%.

**Table 1:** The percentage (%) of each clonotype in each sample.

	TCRβ CDR3	1R	2R	3R	4NR	5NR	6NR	7NR
1	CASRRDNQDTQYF	0	21.15475	0.42523	0	0.366238	0.728988	0.072454
2	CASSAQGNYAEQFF	17.13624	0	0	0	0	0	0.006587
3	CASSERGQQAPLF	0	0	14.77169	0	0	1.114923	0.065867
4	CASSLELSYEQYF	0	0	15.94614	0	0	2.744425	0.250296
5	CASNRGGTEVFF	9.466213	0	0	0	0	0	0
6	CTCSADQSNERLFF	0	7.561945	0.151868	0	0.170343	0.042882	0.03952
7	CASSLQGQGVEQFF	0	0	6.4797	0	0	0.686106	0.03952
8	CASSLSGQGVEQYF	5.453755	0	0	0	0	0	0
9	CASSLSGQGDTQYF	0.007243	4.675082	0.121494	0	0.136275	0.085763	0.032934
10	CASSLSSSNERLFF	0	4.301075	0.060747	0	0.034069	0.214408	0.085628
11	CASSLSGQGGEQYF	0	0	4.323175	0	0	1.072041	0.065867
12	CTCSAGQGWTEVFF	0	0	3.604333	0	0	0.343053	0.026347
13	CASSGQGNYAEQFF	2.940537	0	0	0	0	0	0
14	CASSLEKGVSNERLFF	2.448034	0	0	0	0	0	0
15	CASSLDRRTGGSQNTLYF	0	0	2.632378	0	0	0.300172	0.01976
16	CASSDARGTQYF	0	0	2.551382	0	0	0.428816	0.006587
17	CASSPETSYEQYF	0	0	2.642503	0	0	0.557461	0.03952
18	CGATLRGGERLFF	2.136597	0	0	0	0	0	0
19	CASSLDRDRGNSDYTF	1.933802	0	0	0	0	0	0
20	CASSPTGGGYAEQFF	0	0	1.873038	0	0	0.042882	0.059281
21	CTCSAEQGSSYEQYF	0	1.694717	0.030374	0	0	0	0
22	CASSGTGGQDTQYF	0.036214	0.105189	1.822416	0.03951	0.008517	0.171527	0.28323
23	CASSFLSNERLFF	1.535453	0	0	0	0	0	0
24	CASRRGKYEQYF	0	1.496026	0.030374	0	0	0	0
25	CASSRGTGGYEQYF	0	0	1.498431	0	0	0	0
26	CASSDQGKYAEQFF	0	0	1.29594	0	0	0.042882	0.013173
27	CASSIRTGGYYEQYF	0	0	1.123823	0	0	0	0
28	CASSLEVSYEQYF	0	0	1.133948	0	0	0.343053	0
29	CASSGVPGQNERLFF	0	0	1.083325	0	0	0.300172	0
30	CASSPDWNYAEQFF	2.904324	0.280505	0.182242	0	3.347245	0.128645	0.013173
31	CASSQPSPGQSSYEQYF	0	0	0	1.007507	0	0	0
32	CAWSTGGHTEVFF	0	0	0	0	0	0	1.014359
33	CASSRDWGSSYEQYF	0	0	0	0	0	1.072041	0.032934
34	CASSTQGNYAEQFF	0	0	0	0	0	0	1.106574
35	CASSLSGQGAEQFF	0.166582	0.116877	0.030374	1.185302	0.136275	0.214408	0.013173
36	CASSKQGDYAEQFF	0	0	0.080996	0	1.371263	0	0
37	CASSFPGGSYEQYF	0	0	0	0	0	0.085763	1.192201
38	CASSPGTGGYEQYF	0.166582	0.140252	0.070872	0.098775	1.243506	0.471698	0.01976
39	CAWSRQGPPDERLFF	0	0	0	0	0	0.085763	1.455671
40	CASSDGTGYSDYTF	0.021728	0	0.040498	1.422363	0.170343	0.042882	0
41	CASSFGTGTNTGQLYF	0.050699	0	0	1.659423	0	0	0
42	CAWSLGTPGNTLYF	0	0	0	0	0	1.672384	0.065867
43	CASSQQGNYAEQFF	0	0	0.232864	0	2.231496	0	0.006587
44	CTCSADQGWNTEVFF	0.101398	0	0	2.42987	0	0	0
45	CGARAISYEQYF	0.217281	0	0	2.70644	0	0	0
46	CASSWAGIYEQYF	0	0	0	0	0	0	2.970623
47	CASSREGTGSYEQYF	0	0	0	0	0	2.87307	0.131735
48	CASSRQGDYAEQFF	0	0	0.010125	0	0	0.042882	3.458042
49	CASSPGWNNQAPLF	0	0	0	0	0	0	3.570017
50	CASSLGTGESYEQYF	0	0	0.546725	0	4.198961	0.385935	0
51	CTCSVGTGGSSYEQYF	0	0	0	0	0	0.042882	4.103544
52	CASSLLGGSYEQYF	0	0	0	0	0	0	4.274799
53	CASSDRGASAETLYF	0	0	0.31386	0	4.53113	0.25729	0.01976
54	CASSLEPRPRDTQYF	0	0	0	0	0	0.128645	6.105915
55	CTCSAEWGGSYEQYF	0	0	0	0	0	6.818182	0.098801
56	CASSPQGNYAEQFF	0.26798	0	0	7.388384	0	0	0
57	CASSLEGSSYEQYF	0.18831	0	0	7.368629	0	0	0.111975
58	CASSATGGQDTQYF	0.340407	0	0	10.62821	0	0.085763	0
59	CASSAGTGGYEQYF	0	0	1.275691	0	15.4331	0.77187	0.032934
60	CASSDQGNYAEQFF	0.528717	0	0.556849	11.22086	5.314709	0.25729	0.032934
61	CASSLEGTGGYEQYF	24.67589	33.4619	3.401843	17.40419	38.12282	54.6741	7.508892
62	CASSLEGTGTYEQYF	0	0	0	0	0	0.643225	37.6762

Blue, responder TCR clonotypes; Red, non-responder TCR clonotypes.

Out of 6907 productive rearrangements identified in 7 samples, only 5 TCRβ CDR3 a.a. sequences were shared among the 7 samples (**Supplemental Table 3**). 

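Of the 5675 distinct CDR3 amino acid sequences, 5315 were found in 1 mouse, 260 in 2 mice and 5 in all 7. The 5 were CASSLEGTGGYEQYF, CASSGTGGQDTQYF, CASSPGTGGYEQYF, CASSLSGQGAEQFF and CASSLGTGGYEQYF. They were encoded by 52, 6, 13, 5 and 11 nucleotide rearrangements, respectively. By nucleotide rearrangement, 0 sequences were found in all 7 mice.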

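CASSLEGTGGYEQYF ranged from 3.40% of productive templates in 3R to 54.7% in 6NR. The other 4 CDR3 amino acid sequences found in all 7 mice reached at most 1.82% (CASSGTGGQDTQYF in 3R), 1.24% (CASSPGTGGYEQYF in 5NR), 1.19% (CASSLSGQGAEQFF in 4NR) and 0.409% (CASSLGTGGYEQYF in 2R), and their lowest values, 0.00852% to 0.0198%, rested on 1 to 3 templates.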

The frequency of these 5 shared CDR3 sequences was very low except shared clonotype 1 (**Supplemental Table 3**). We compared commonly expanded TCRβ CDR3 DNA sequences between R vs. NR and found that they also appeared to be almost mutually exclusive (**Supplemental Figure 1**). 

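By nucleotide rearrangement, 71 sequences exceeded 1% of productive templates in at least 1 mouse, 33 assigned to R and 38 to NR by mean abundance. In R, 30 of 33 exceeded 1% in no NR mouse, and in NR, 36 of 38 exceeded 1% in no R mouse, so that 66 of 71 (93.0%) were confined to their own group (two-sided Fisher's exact test, p = 4.18e-14). Of the 71, 65 exceeded 1% in only 1 mouse each.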

Taken together, our data showed the mutual exclusivity of the top expanded TCRβ CDR3 sequences between R vs. NR, when high frequency clones were counted in the opposite outcome group. 

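Over the 35 divisions of the 7 mice into 3 and 4, the number of clonotypes confined to their own group at >0.1% was 29 to 51, against 33 for the division by outcome, and 28 divisions had at least as many. With any template counted it was 15 to 46, against 26 by outcome, and 15 divisions had at least as many. The paper states that the top expanded CDR3 sequences were mutually exclusive between R and NR when high-frequency clones were counted in the opposite group, after describing them as appearing almost so by amino acid and by DNA sequence.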

Of note, the top TCR clonotypes also differed in a recipient-specific manner within the same group (R or NR), suggesting a highly individualized anti-tumor immune response.

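The number of clonotypes above 1% that were above 1% in no other mouse was 8 of 10 in 1R, 6 of 7 in 2R and 12 of 17 in 3R. It was 9 of 11 in 4NR, 5 of 9 in 5NR, 4 of 8 in 6NR and 11 of 12 in 7NR. Any pair of R mice had 1 clonotype above 1% in common, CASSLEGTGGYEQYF. Pairs of NR mice had 1 or 2, and pairs of an R and an NR mouse had 1 to 4, the highest number being between 3R and 6NR.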

### Preferential usage of V or J gene segments in CD8 TILs of responders vs. non-responders

To obtain a broader overview of whether TCRβ features correlate with anti-PD-L1 response, we examined the usage of germline Vβ or Jβ gene segments in individual mice and between R vs. NR group. 

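TCRBV16-01 was the most used V gene, with 24233 of the 66557 productive templates (36.4%). Its summed frequency was 28.7% ± 5.15 (SD, n = 3) in R and 44.1% ± 18.4 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.257). TCRBV26-01, with 3574 templates in all, had summed frequencies of 6.02%, 10.4% and 12.2% in 1R to 3R and 1.84%, 2.17%, 3.04% and 1.49% in 4NR to 7NR. On the summed frequency, 3 of 32 V gene labels (TCRBV26-01, TCRBV29-01 and TCRBV30-01) reached the smallest p that the 7 mice allow, 0.0286 (two-sided exact permutation test), and the smallest Benjamini-Hochberg adjusted value over the 32 was 0.305. All 3 R mice had a higher summed frequency than all 4 NR mice for these 3 genes. For TCRBV30-01 this rested on 6, 1 and 3 templates in 1R to 3R and 0, 1, 0 and 1 in 4NR to 7NR. With 1 template each in 2R, 5NR and 7NR, the order of these mice followed depth alone. The count of 0 in 6NR allows up to 0.129%, above the highest R value, 0.0435% in 1R. The separation for this gene is therefore not resolved at these depths. For TCRBV29-01 the values were 9.34% ± 11.8 (SD, n = 3) in R, with 22.9% in 2R, and 1.15% ± 0.103 (SD, n = 4) in NR.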

For each of the 7 samples sequenced for TCRβ, we showed the sum or average of productive rearrangement frequency for all TCR Vβ gene segments (**Supplemental Figures 2A, B**). To better compare the R vs. NR group, we separated the above two parameters into R (1R-3R) vs. NR (4NR-7NR) (**Supplemental Figures 2C, D**). 

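The average productive frequency of a V gene was taken over the rearrangements that use it in a mouse. For TCRBV26-01 it was 0.243% ± 0.0697 (SD, n = 3) in R and 0.0958% ± 0.0758 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.0857). The value of 6NR, 0.203%, exceeded that of 1R, 0.163%. For TCRBV30-01 it was 0.0119% ± 0.00325 (SD, n = 3) in R and 0.00378% ± 0.00443 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.0571), with 12 templates over the 7 mice and 0 in 4NR and 6NR. In 2R, 5NR and 7NR the value, 0.0117%, 0.00852% and 0.00659%, was that of 1 template and so followed depth. The average depends on depth, and its comparisons of R with NR, for V or J genes, were not repeated at equal depth. Over the 32 V gene labels, 0 had an unadjusted p below 0.05 on this measure in the exact permutation test. In the unpaired t test of means that the paper names, run after these values were seen, 2 did, TCRBV26-01 and TCRBV30-01, and 0 after Benjamini-Hochberg adjustment. In template counts per gene, tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 25 genes with at least 10 templates, TCRBV26-01 had a log2 fold change of 2.04 (standard error 0.53, adjusted p = 0.0898) and TCRBV30-01 one of 2.00 (standard error 0.77, adjusted p = 0.190). With each mouse left out in turn, the log2 fold change of TCRBV26-01 stayed between 1.83 and 2.35. No V gene had an adjusted p below 0.05 in this test, and 4 had an unadjusted p below 0.05, among them TCRBV29-01 and TCRBV31-01 (log2 fold change -2.33), the latter singled out after its values were seen. Counting each rearrangement once moved the log2 fold change of TCRBV26-01 most, to 0.10. With library size alone in place of TMM normalization, its adjusted p was 0.0464 in the same edgeR test, and over all alternatives its adjusted p was between 0.00617 and 0.864.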

By this comparison, we found a significant difference in the average of productive rearrangement frequency of TCRBV26-01 and TCRBV30-01 between R vs. NR (**Supplemental Figure 2E**).

Similar analysis was performed for TCR Jβ gene segments for all 7 samples (**Supplemental Figures 2F, G**) or R vs. NR samples (**Supplemental Figures 2H, I**). 

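For TCRBJ01-04, the average productive frequency was 0.131% ± 0.109 (SD, n = 3) in R and 0.0532% ± 0.0275 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.171), with 0.256% in 2R against 0.0810% and 0.0555% in 1R and 3R. For TCRBJ01-05 it was 0.188% ± 0.266 (SD, n = 3) in R and 0.0986% ± 0.0577 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.771), with 0.494% in 3R against 0.0174% and 0.0523% in 1R and 2R. The difference for TCRBJ01-04, R minus NR, was 0.0776 percentage points, and 0.0150 without 2R. Without 3R, the difference for TCRBJ01-05, R minus NR, was -0.0638 percentage points.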

When we compared the average of productive rearrangement frequency for all TCR Jβ gene segments, TCRBJ01-04 and TCRBJ01-05 appeared to be more frequently used by R group; however, this difference was caused by drastic differences in a single R mouse (2R for TCRBJ01-04 and 3R for TCRBJ01-05) (**Supplemental Figure 2I**), consistent with a highly individualized anti-tumor immune response in different mice. 

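TCRBJ02-07 was the most used J gene, with 52.5% of productive templates, and its summed frequency was 41.6% ± 2.80 (SD, n = 3) in R and 62.6% ± 16.0 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.114). On the average productive frequency, 0 of 15 J gene labels had an unadjusted p below 0.05 in the exact permutation test. On the summed frequency TCRBJ01-04 did, with 8.41% ± 4.96 (SD, n = 3) in R and 2.40% ± 1.01 (SD, n = 4) in NR (two-sided exact permutation test, p = 0.0286, adjusted 0.429). In template counts, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p below 0.05 for 1 of 13 labels. This was the unresolved call TCRBJ02-05/TCRBJ02-07 (adjusted p = 0.00263, between 0.000251 and 0.134 over the alternatives), which rested on 51 templates, 0 in each R mouse and 7, 5, 0 and 39 in 4NR to 7NR. TCRBJ01-04 had a log2 fold change of 1.83 (standard error 0.70, adjusted p = 0.104 in the edgeR test). Its adjusted p was 0.0346 with DESeq2, and in edgeR 0.0475 without 1R, 0.0298 without 3R and 0.529 without 2R, within 0.0298 to 0.880 over the alternatives. Without 4NR, 0 labels passed and 4 had an unadjusted p below 0.05. With resolved calls only, 0 of 12 genes passed and 1 had an unadjusted p below 0.05.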

Overall, we did not identify any preferential usage of certain Jβ gene segments that were significant between R vs. NR TILs.

## Discussion

Using a mouse SCC model, we found that tumor-bearing recipients diverged into R vs. NR upon anti-PD-L1 treatment. We performed TCRβ sequencing of CD8 TILs from R vs. NR group to identify differences in their TCR repertoires. We made a few unexpected discoveries (1): there were no differences in clonal expansion status or TCR diversity indexes between R vs. NR CD8 TILs (2); top expanded TCR clonotypes differed substantially, almost mutually exclusive, between R vs. NR CD8 TILs, when the threshold of clonal frequency was set as >1% or >0.5%. This observation is consistent with our previous single-cell sequencing results (19); (3) however, when clonotypes with lower frequencies were included, we failed to detect differences in TCR clonotypes between R vs. NR CD8 TILs, a finding not observed in our previous study (19). Basically, in the current study, we found that R clonotypes were also detected in NR recipients, albeit at a much lower frequency, and vice versa. Taken together, our current study suggests that differences in the clonal frequency of top TCR clonotypes between R and NR CD8 TILs may be one of the factors underlying differential anti-PD-L1 responses.

We previously examined the CD8 TILs from R vs. NR using singe-cell TCR sequencing, and our results showed that the top expanded TCR clonotypes appeared to be mutually exclusive between R and NR CD8 TILs (19). The major differences between the two sequencing platforms are as follows: single-cell TCR sequencing (10× genomics platform) uses a droplet technique which can capture the single T cells in a droplet and sequence the RNA of both TCRα and TCRβ chains from a given T cell, thus, providing detailed information of TCR clonotypes. However, the major limitation of single-cell TCR sequencing is that only a few thousand cells can be analyzed due to the technical design (maximal 10,000 cells loaded per run), and the prohibitive cost of each sample for single-cell sequencing approach. Hence, this technology has limited throughput to detect rare clones whose clonal frequencies are much lower. If the cost per cell can be further reduced for single-cell approach, it may allow substantially deeper profiling to increase the sensitivity of detecting rare TCR clonotypes and delineating a more comprehensive TCR repertoire. In contrast, TCRβ CDR3 DNA sequencing uses ImmunoSEQ platform (Adaptive Biotechnologies) which allows us to examine much more productive TCRβ CDR3 sequences and more in-depth characterization of the TCR repertoire. However, this platform does not allow the analysis of paired TCRα and TCRβ chains from a given T cell and we can only obtain TCRβ information. 

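For the immunoSEQ libraries, the productive templates summed to 32240 in the 3 R mice and 34317 in the 4 NR mice. The single-cell libraries were not analysed here.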

To better delineate the differences between these two techniques, we compared the total number of productive templates sequenced from either method, showing that more TCR sequences were obtained by ImmunoSEQ platform (**Supplemental Table 4**). Since we employed immunoSEQ platform to sequence only TCRβ chain, the caveat is that these top TCR clonotypes may indeed be mutually exclusive between R vs. NR CD8 TILs if we were able to detect the pairing TCRα chain for each corresponding TCRβ chain. Nonetheless, both single-cell TCR sequencing and TCRβ DNA sequencing showed that the top-expanded TCR clonotypes differed substantially between R vs. NR CD8 TILs, which also occurred in a recipient-specific manner, suggesting a highly individualized anti-tumor immune response.

We did not collect the DNA samples from control group in the current study; thus, we cannot perform ImmunoSEQ TCRβ sequencing of CD8 TILs from control group. However, we previously sequenced the TCR repertoire of CD8 TILs from control group (non-treated A223 tumor-bearing mice) (20) and R as well as NR group (anti-PD-L1 treated) (19) using single-cell TCR-sequencing. We found that the top-expanded TCR clonotypes differed substantially in a recipient-specific manner, indicating that each mouse expanded a different set of TCRs against the same A223 tumors (**Supplemental Figure 3**). These data are consistent with our conclusion that anti-tumor immune responses are highly individualized and different hosts may expand different TCR specificities against the same tumors, which may have important implications for developing personalized cancer immunotherapy.

Previous studies examined the TCR repertoires of HNSCCs in different settings (25–27); however, these studies have not identified clear biomarkers that would predict clinical responses to different therapies. We showed that cetuximab-treated HNSCC patients harbor dynamic changes of TCR repertoires correlative to therapeutic responses (28). This study also highlights the importance of data normalization for TCR repertoire analysis (28). A recent study showed that TCR clonality of TILs in metastatic melanoma is predictive for efficacy of PD-1 blockade immunotherapy (29). Consistently, another study of peripheral blood mononuclear cell (PBMC) samples from HNSCCs treated with anti-PD-1 and cetuximab suggests that certain characteristics of pre-treatment PBMC samples may predict the clinical response to combined treatment (30). However, so far, no studies have reported whether differences in TCR repertoires would predict or corelate to ICI responses in HNSCCs. Our study suggests that differences in the clonal frequency of top expanded TCR clonotypes may corelate to ICI responses. However, in our preclinical model, one SCC cell line was transplanted into WT B6 recipients, a scenario completely different from human HNSCCs which differ substantially in individual patients. How would our study be applicable to the human HNSCC setting? First, if HPV^+^ HNSCCs express HPV-related viral antigens, it is possible that different HNSCCs may contain HPV-reactive TCR clonotypes with varying clonal frequency, and the higher frequency of “useful” clones would certainly correlate with ICI responses, whereas the higher frequency of “futile” clones would correlate with ICI resistance. Second, in HPV^−^ HNSCCs, there are common tumor-associated antigens shared between different patients, and TCR clonotypes reactive to such common antigens may present with varying clonal frequency, which may correlate with different outcomes of ICI treatment. Overall, we propose that differential clonal frequencies of the TCR clonotypes that recognize the same antigen in different HNSCC patients may contribute to the heterogeneous outcomes of ICI treatment. Of course, this hypothesis needs to be tested with further studies requiring the utilization of antigen-specific model systems.

## Data availability statement

The data presented in the study are publicly available and deposited in GEO database (GEO accession number GSE227404). The data presented in the study are also deposited in the Adaptive ImmunoSEQ repository publicly available, https://clients.adaptivebiotech.com/pub/john-2023-fi. The immuneACCESS DOI is https://doi.org/10.21417/JJ2023FI.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of University of Colorado Anschutz Medical Campus (AMC) (Aurora, CO) and University of Pittsburgh (Pittsburgh, PA).

## Author contributions

Conceptualization, JW. Formal analysis, JJ, HG, ZH. Investigation, JJ, SC, MV. Methodology, RW. Supervision, ZC. Writing, JW, and JJ. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Host-specific differences in top-expanded TCR clonotypes correlate with divergent outcomes of anti-PD-L1 treatment in responders versus non-responders
**Source:** Front Immunol. 2023 Mar 27;14:1100520. doi: 10.3389/fimmu.2023.1100520
**Supplement:** Supplementary file 1

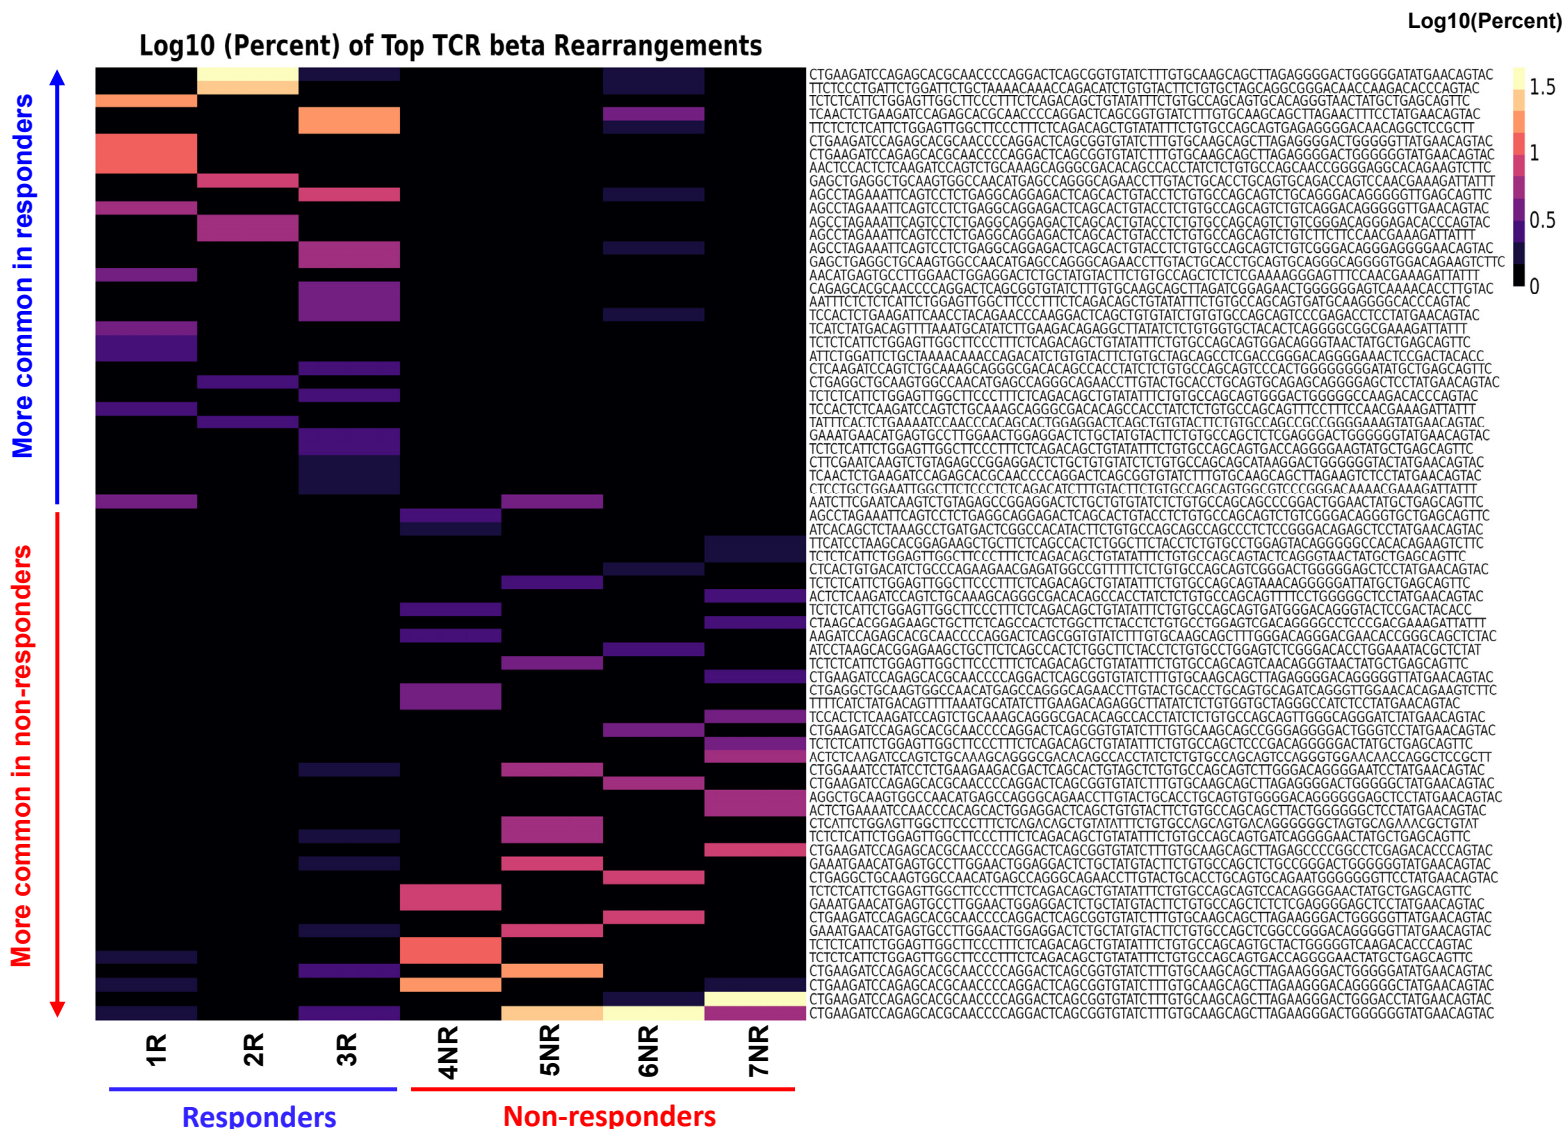

**Supplemental Figure 1: Top TCRβ rearrangements appear to be mutually exclusive between responder (R) and non-responder (NR) CD8 T cells.** Heatmap of TCRβ CDR3 DNA sequences. Top TCRβ CDR3 DNA sequences (abundance >1% of a given sample) were sorted by average abundance in R (1R, 2R, 3R) vs. average abundance in NR (4NR, 5NR, 6NR, 7NR). Cells with the same TCRβ CDR3 sequences were grouped together and colored according to the log10(percent) in each sample.

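A cell of this heatmap is the share of a mouse's productive templates that carry a given nucleotide rearrangement. The same CDR3 amino acid sequence can be encoded by several rearrangements, as for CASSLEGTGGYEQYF with 52, so a DNA-level clonotype is a stricter unit than a CDR3 amino acid sequence.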

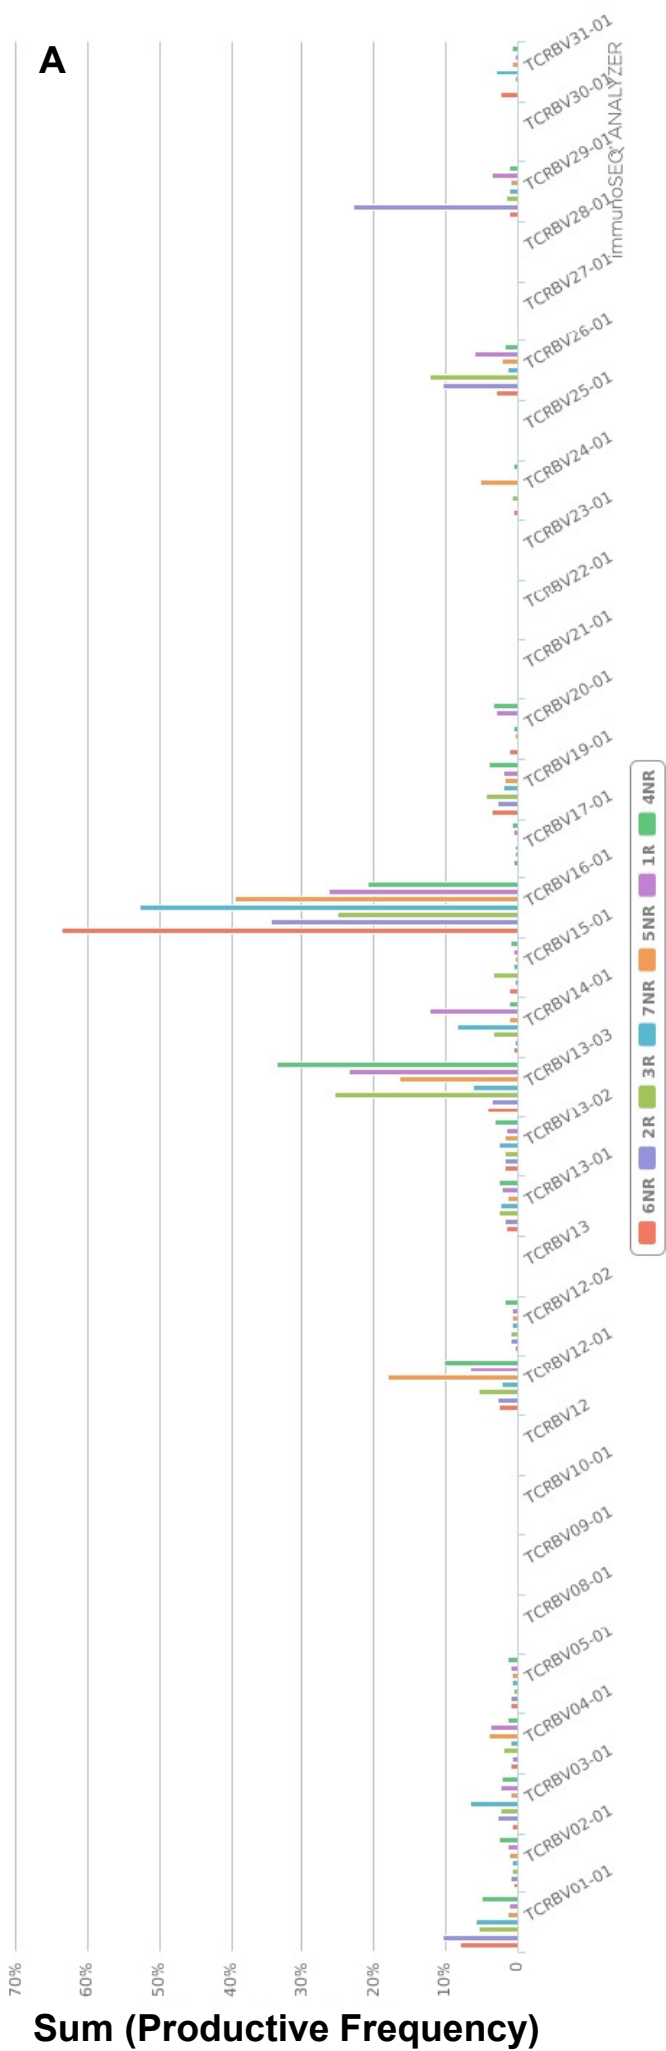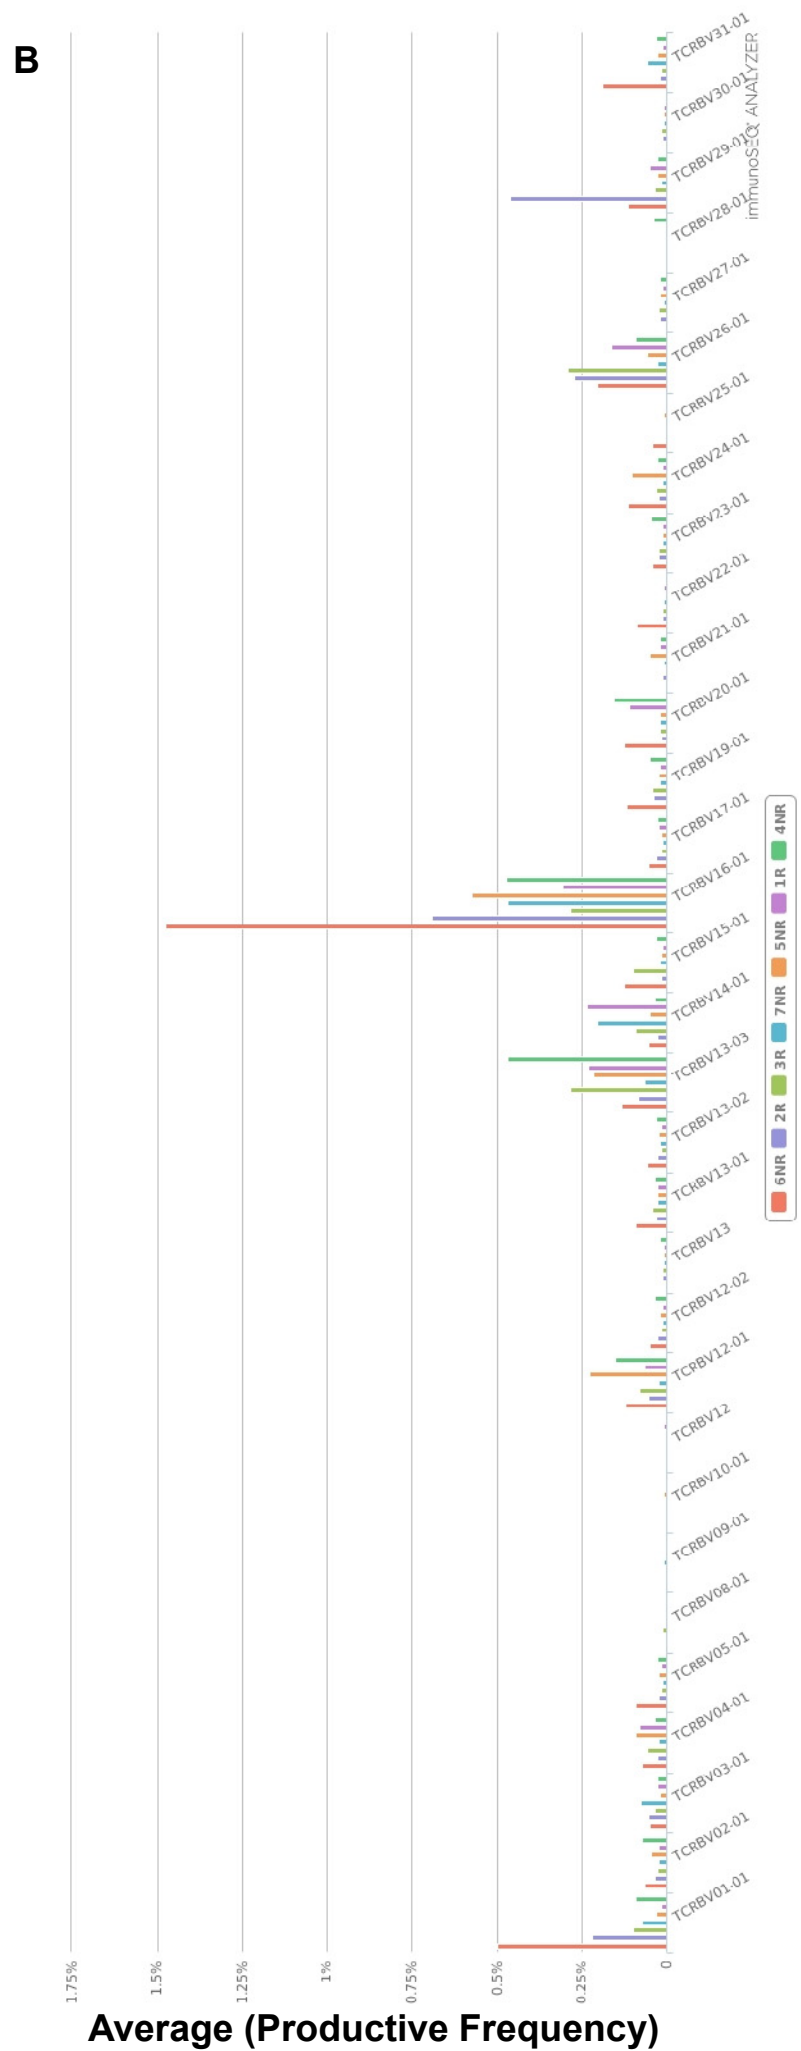

Supplemental Figure 2A, B

C

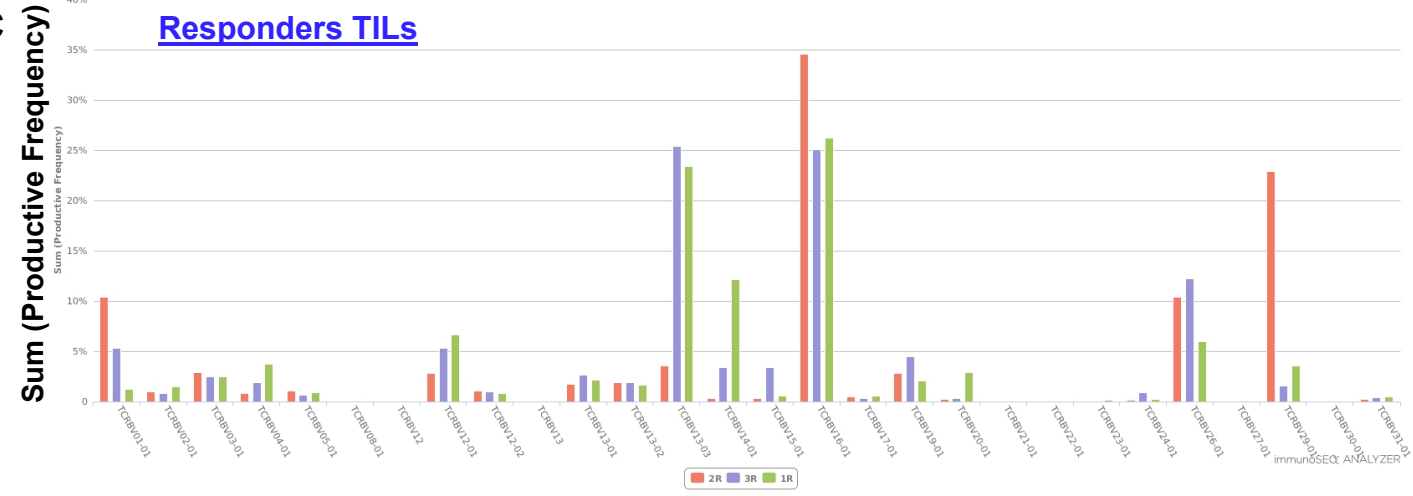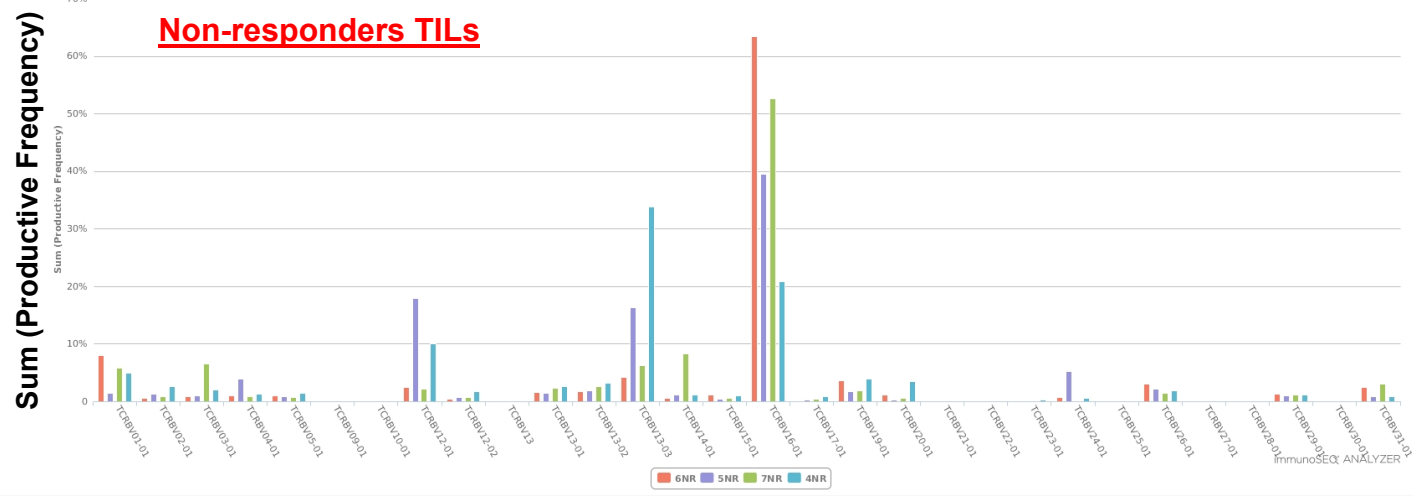

D

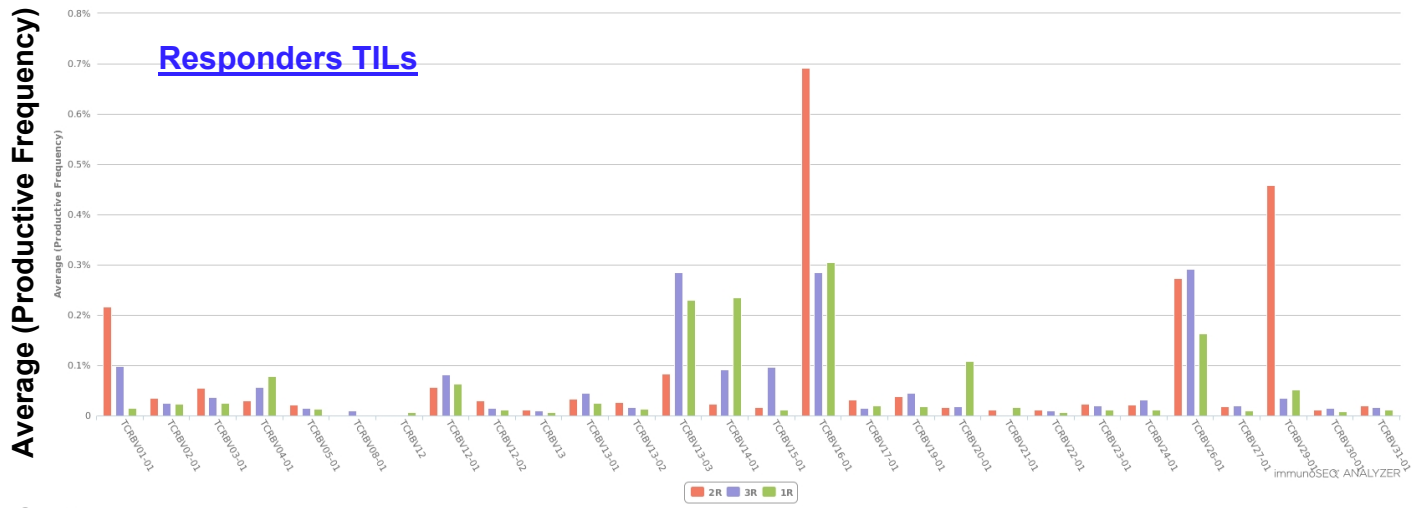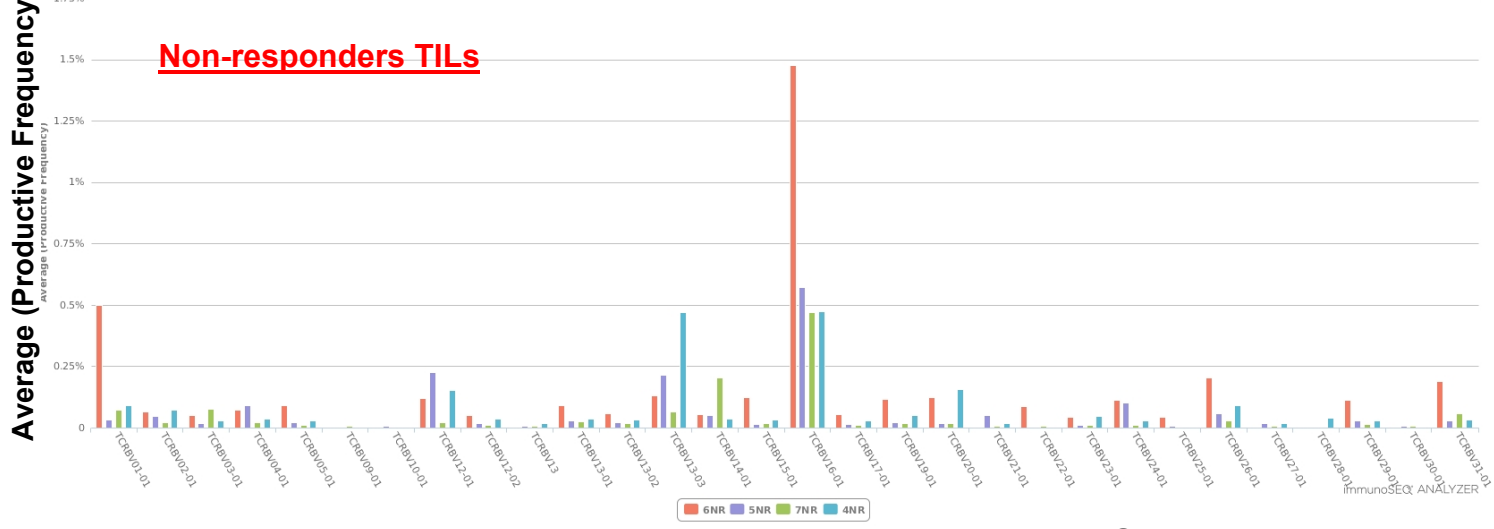

Supplemental Figure 2C, D

**F**

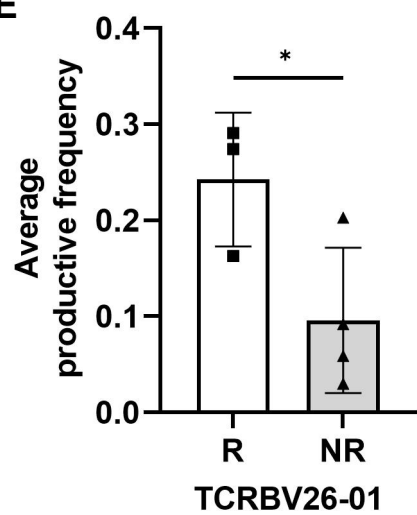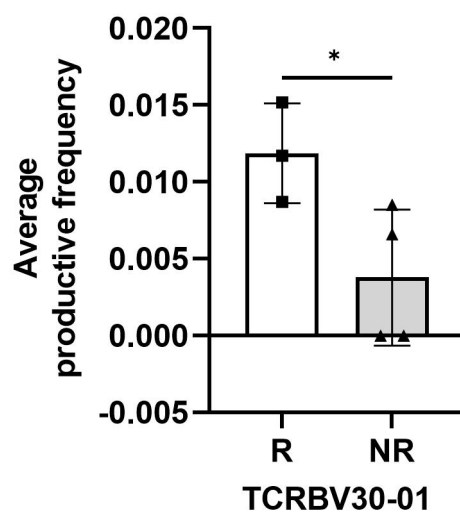

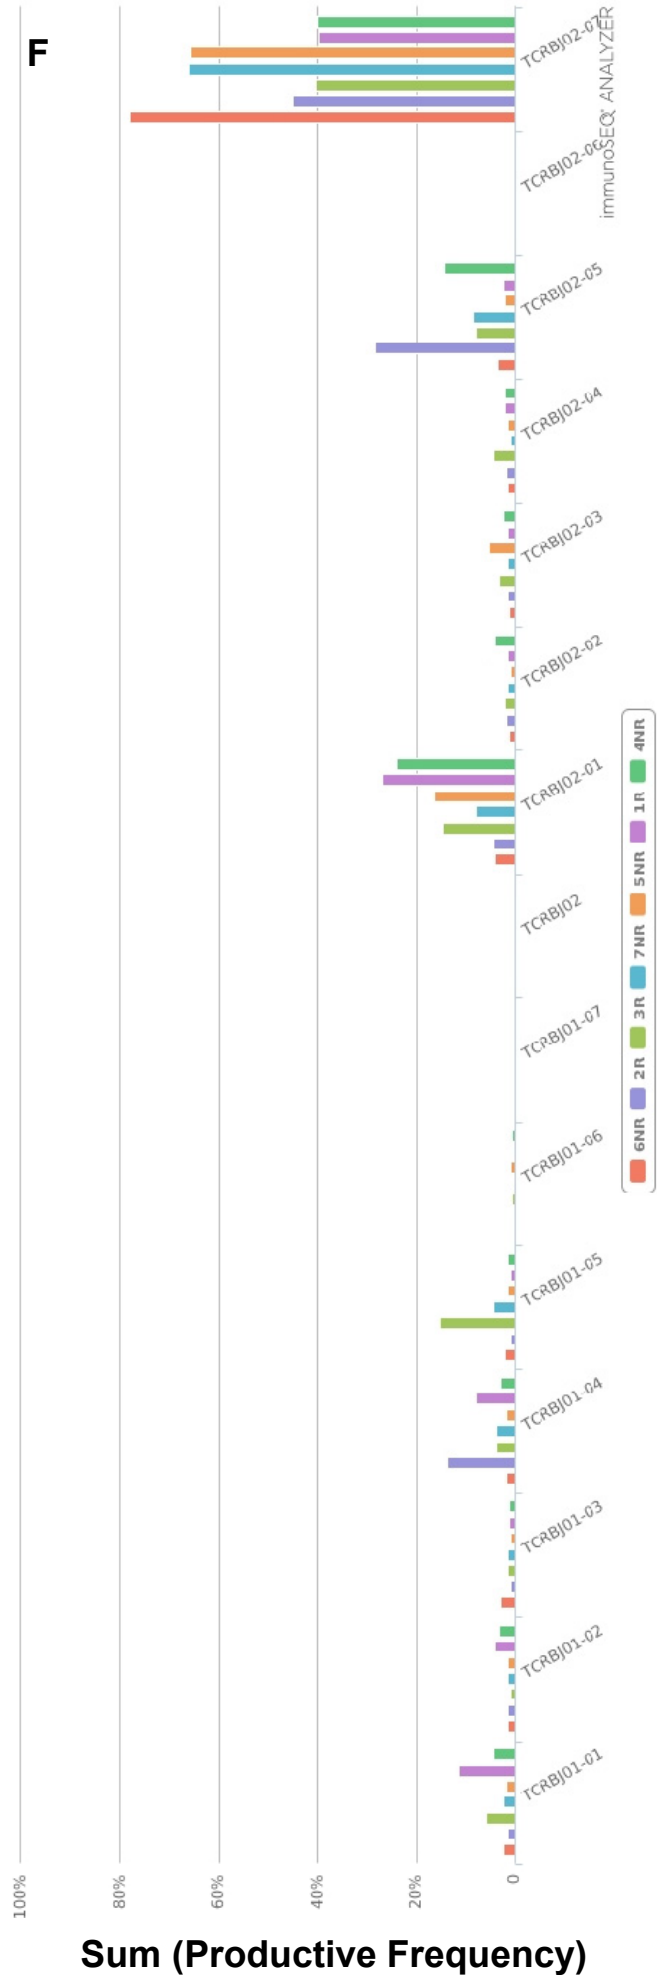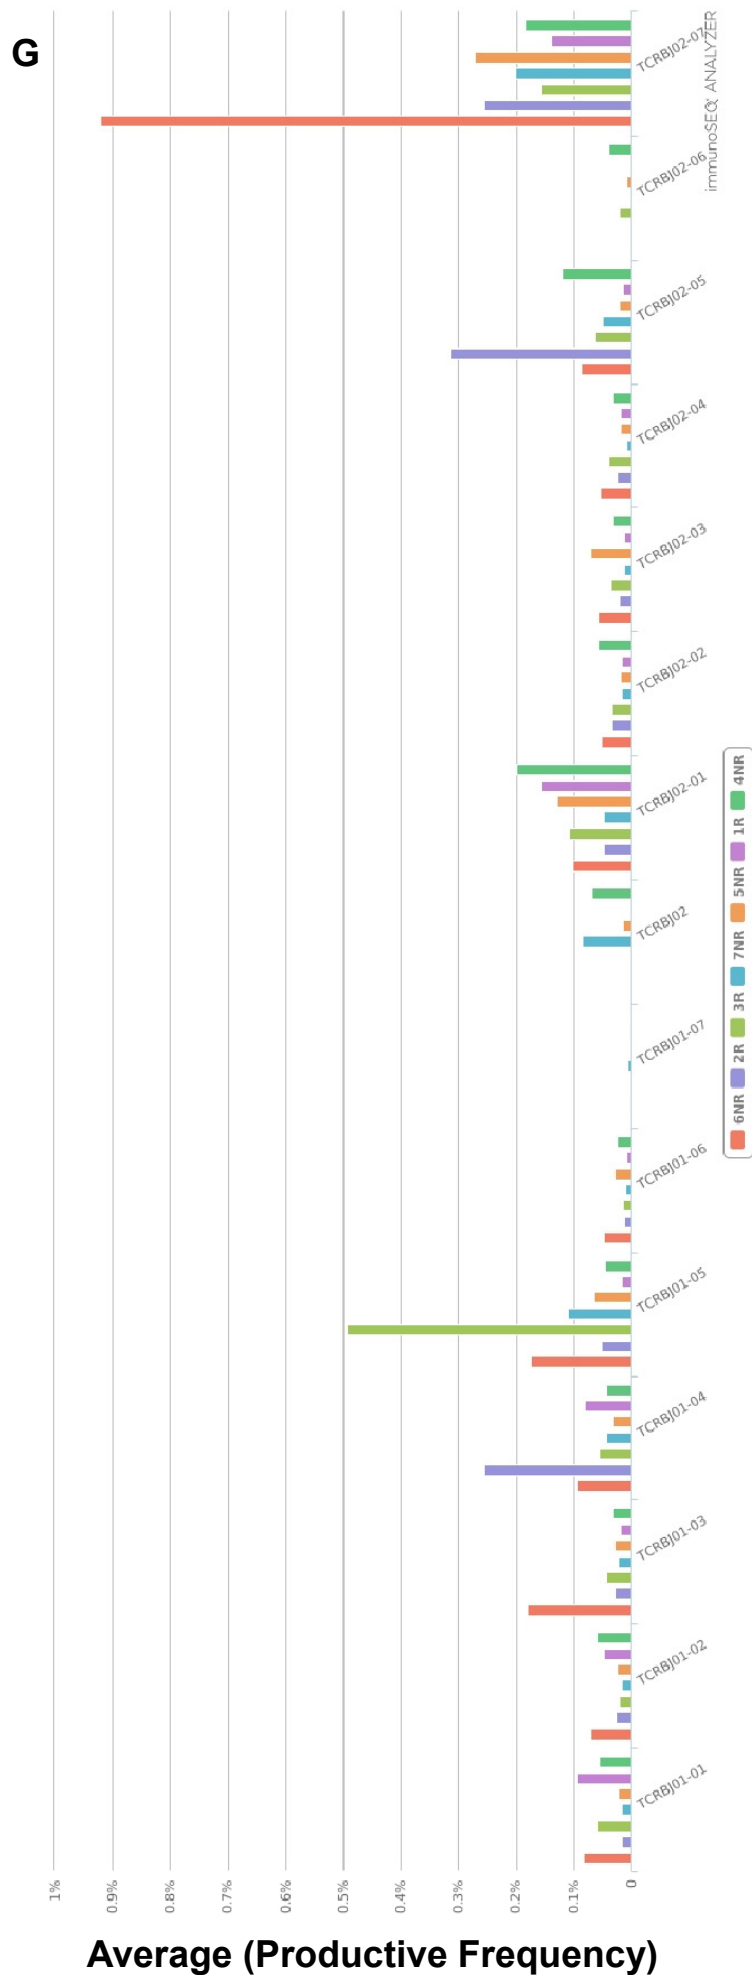

Supplemental Figure 2F, G

H

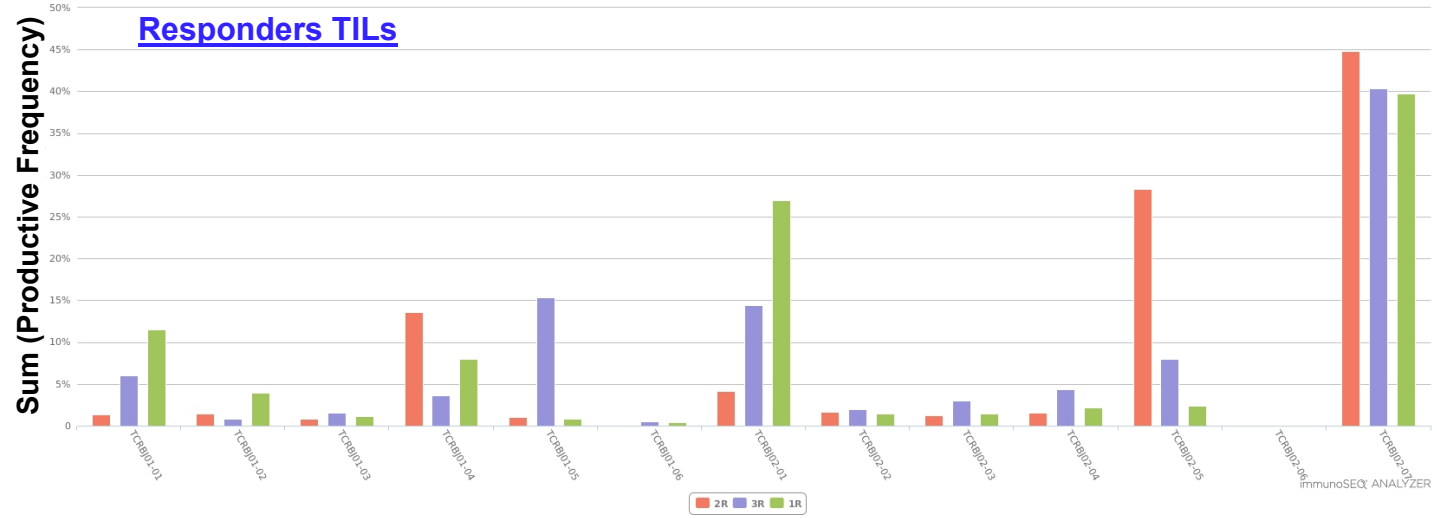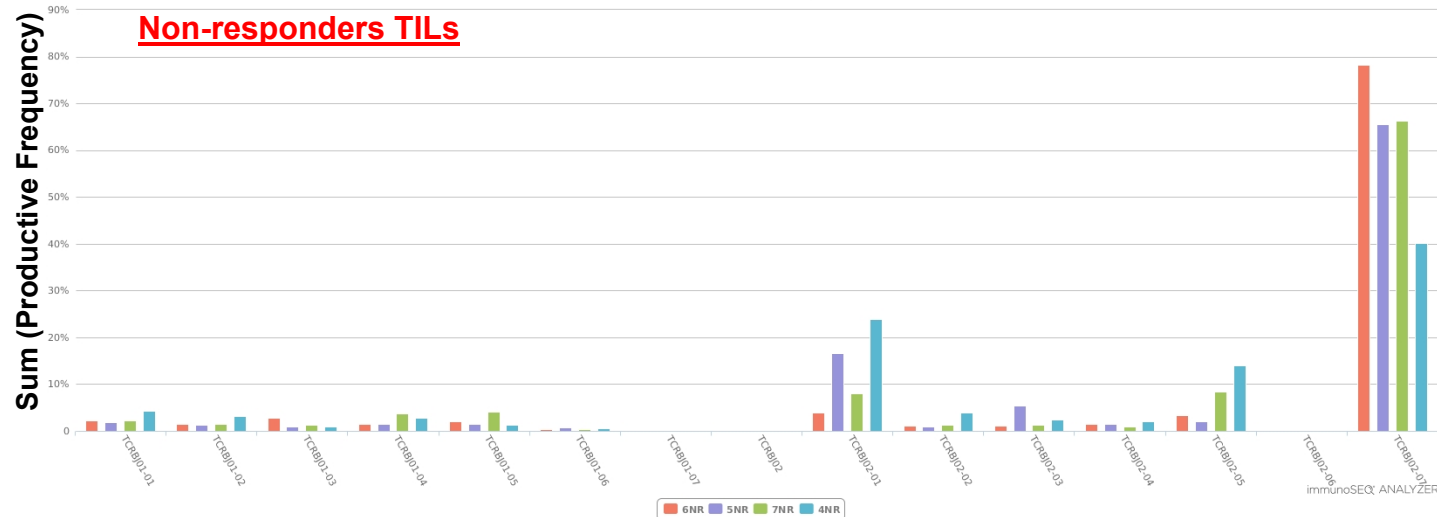

I

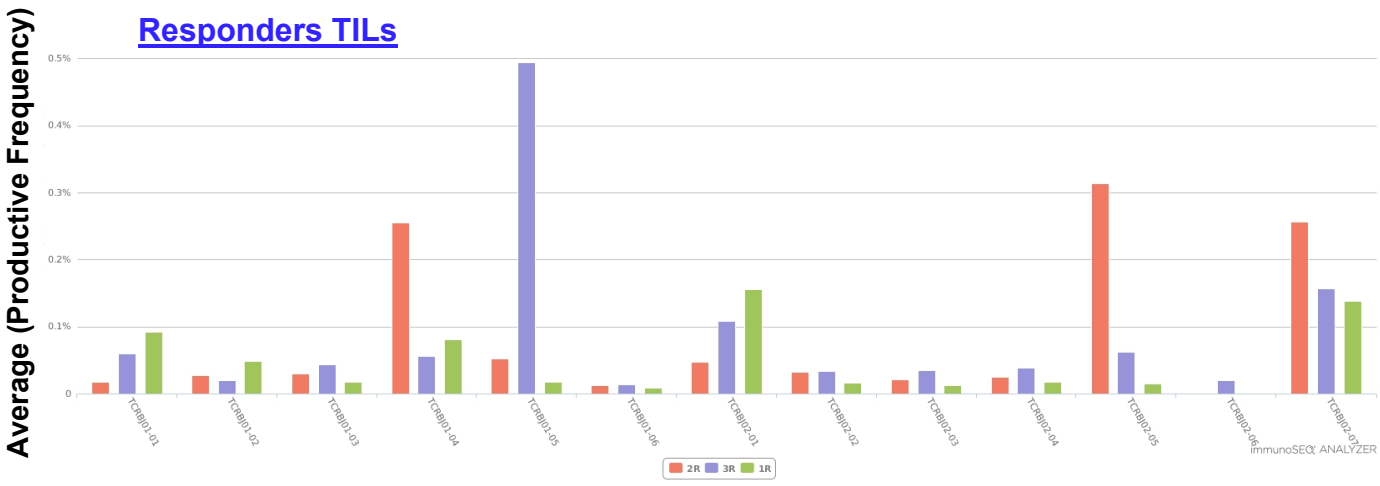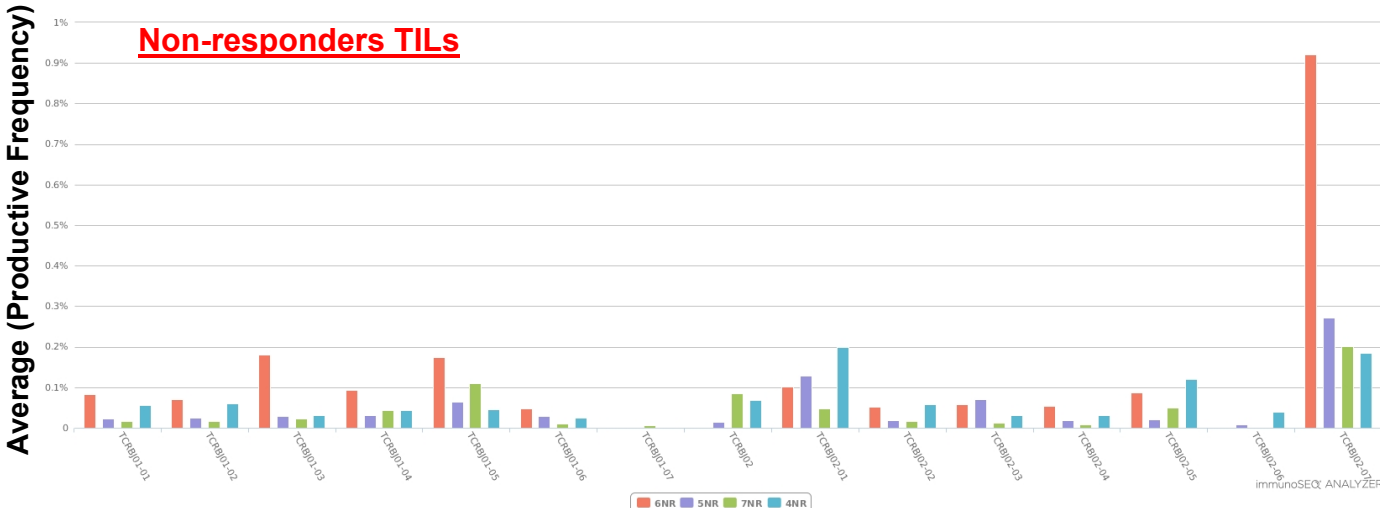

Supplemental Figure 2H, I

**Supplemental Figure 2: Differential usage of V or J genes in responder (R) and non-responder (NR) CD8 T cells.** **(A-B)** Histogram of the sum **(A)** or average **(B)** of productive frequency of a given TCR $\beta$  V gene usage in all the productive rearrangements of each TIL sample sequenced (1R-3R and 4NR-7NR) analyzed using the ImmunoSEQ analyzer. **(C-D)** Histogram of the sum **(C)** or average **(D)** of productive frequency of a given TCR $\beta$  V gene usage in all the productive rearrangements of each R or NR TIL sample (1R-3R vs. 4NR-7NR) analyzed using the ImmunoSEQ analyzer. Data are shown for R vs. NR separately (top vs. bottom in each panel) and for each R or NR sample individually within each plot. **(E)** Significant differences in the average productive frequency of V26-01 and V30-1 between R (n=3) and NR (n=4). **(F-G)** Histogram of the sum **(F)** or average **(G)** of productive frequency of a given TCR $\beta$  J gene usage in all the productive rearrangements of each TIL sample sequenced (1R-3R and 4NR-7NR) analyzed using the ImmunoSEQ analyzer. **(H-I)** Histogram of the sum **(H)** or average **(I)** of productive frequency of a given TCR $\beta$  J gene usage in all the productive rearrangements of each R or NR TIL sample (1R-3R vs. 4NR-7NR) analyzed using the ImmunoSEQ analyzer. Data are shown for R vs. NR separately (top vs. bottom in each panel) and for each R or NR sample individually within each plot.

**Supplemental Table 1: Seven samples sequenced by ImmunoSEQ assay**

| ID  | Mouse         | Tissue | Cells            | Locus | Total templates | Productive templates | Total Rearrangements | Productive rearrangements |
|-----|---------------|--------|------------------|-------|-----------------|----------------------|----------------------|---------------------------|
| 1R  | Responder     | Tumor  | CD8 <sup>+</sup> | TCRB  | 18392           | 13807                | 2191                 | 1409                      |
| 2R  | Responder     | Tumor  | CD8 <sup>+</sup> | TCRB  | 9460            | 8556                 | 1201                 | 766                       |
| 3R  | Responder     | Tumor  | CD8 <sup>+</sup> | TCRB  | 12726           | 9877                 | 1771                 | 1090                      |
| 4NR | Non-responder | Tumor  | CD8 <sup>+</sup> | TCRB  | 7019            | 5062                 | 1501                 | 948                       |
| 5NR | Non-responder | Tumor  | CD8 <sup>+</sup> | TCRB  | 14601           | 11741                | 1535                 | 953                       |
| 6NR | Non-responder | Tumor  | CD8 <sup>+</sup> | TCRB  | 2861            | 2332                 | 511                  | 333                       |
| 7NR | Non-responder | Tumor  | CD8 <sup>+</sup> | TCRB  | 18642           | 15182                | 2220                 | 1408                      |

**Supplemental Table 1: Seven samples sequenced by Immunoseq assay.** Tumors were removed from 3 responder mice (1R, 2R, 3R) and 4 non-responder mice (4NR, 5NR, 6NR, 7NR); tumors were digested, and CD8 T cells were isolated followed by genomic DNA (gDNA) extraction. gDNA was subjected to ImmunoSeq TCR beta chain sequencing. Table displays the sample level information which includes the total number of templates captured, total number of productive templates, total number of rearrangements and productive rearrangements.

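A template is the platform's estimate of the number of rearranged TCRβ molecules in the input, and a rearrangement is a distinct nucleotide sequence. A T cell can carry a rearrangement on each chromosome, of which 1 may be out of frame or interrupted by a stop codon, so total templates exceed productive templates. The share of productive templates was 8556 of 9460 in 2R and 5062 of 7019 in 4NR.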

Supplemental Table 2: Detailed clonotype information for top 10 TCRβ rearrangements in each sample (Continued)

| Sample | TCRβ CDR3 Amino_Acid | Rearrangement                                                                           | TCRβV         | TCRβD         | TCRβJ         | % of Sample |
|--------|----------------------|-----------------------------------------------------------------------------------------|---------------|---------------|---------------|-------------|
| 1R     | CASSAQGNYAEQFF       | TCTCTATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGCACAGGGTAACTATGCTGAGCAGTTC  | TCRBV13-03*01 | TCRBD01-01*01 | TCRBJ02-01*01 | 17.07       |
|        | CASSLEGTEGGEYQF      | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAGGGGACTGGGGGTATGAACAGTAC   | TCRBV16-01*01 | TCRBD02-01*01 | TCRBJ02-07*01 | 11.97       |
|        | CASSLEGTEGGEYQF      | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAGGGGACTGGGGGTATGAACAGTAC   | TCRBV16-01*01 | TCRBD02-01*01 | TCRBJ02-07*01 | 11.19       |
|        | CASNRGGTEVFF         | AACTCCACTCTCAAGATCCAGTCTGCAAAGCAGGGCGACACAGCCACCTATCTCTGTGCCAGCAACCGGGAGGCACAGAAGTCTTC  | TCRBV14-01*01 | unknown       | TCRBJ01-01*01 | 9.46        |
|        | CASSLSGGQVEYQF       | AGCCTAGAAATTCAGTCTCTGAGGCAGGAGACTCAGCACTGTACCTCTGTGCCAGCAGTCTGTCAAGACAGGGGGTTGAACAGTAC  | TCRBV26-01*01 | TCRBD01-01*01 | TCRBJ02-07*01 | 5.43        |
|        | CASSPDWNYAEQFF       | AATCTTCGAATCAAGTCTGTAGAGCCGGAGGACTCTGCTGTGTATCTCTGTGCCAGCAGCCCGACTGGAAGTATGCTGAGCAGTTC  | TCRBV04-01*01 | TCRBD02-01*01 | TCRBJ02-01*01 | 2.88        |
|        | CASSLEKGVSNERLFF     | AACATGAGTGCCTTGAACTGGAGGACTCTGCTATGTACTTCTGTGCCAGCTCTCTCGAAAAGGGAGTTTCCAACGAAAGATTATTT  | TCRBV12-01*01 | unknown       | TCRBJ01-04*01 | 2.41        |
|        | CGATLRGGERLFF        | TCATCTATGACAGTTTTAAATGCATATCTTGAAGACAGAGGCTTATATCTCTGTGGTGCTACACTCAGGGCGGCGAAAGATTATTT  | TCRBV20-01*01 | TCRBD01-01*01 | TCRBJ01-04*01 | 2.12        |
|        | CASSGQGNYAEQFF       | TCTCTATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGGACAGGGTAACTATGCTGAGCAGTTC  | TCRBV13-03*01 | TCRBD01-01*01 | TCRBJ02-01*01 | 2.05        |
|        | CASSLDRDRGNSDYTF     | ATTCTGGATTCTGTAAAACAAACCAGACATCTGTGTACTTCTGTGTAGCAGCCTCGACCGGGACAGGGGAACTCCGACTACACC    | TCRBV29-01*01 | TCRBD01-01*01 | TCRBJ01-02*01 | 1.91        |
| 2R     | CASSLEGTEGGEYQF      | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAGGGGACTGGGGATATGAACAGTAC   | TCRBV16-01*01 | TCRBD02-01*01 | TCRBJ02-07*01 | 33.31       |
|        | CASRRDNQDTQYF        | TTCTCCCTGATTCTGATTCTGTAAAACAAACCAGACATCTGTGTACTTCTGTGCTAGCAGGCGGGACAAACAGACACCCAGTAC    | TCRBV29-01*01 | unknown       | TCRBJ02-05*01 | 21.03       |
|        | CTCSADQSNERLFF       | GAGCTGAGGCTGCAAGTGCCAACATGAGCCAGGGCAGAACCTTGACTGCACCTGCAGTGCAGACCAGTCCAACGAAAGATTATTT   | TCRBV01-01*01 | TCRBD01-01*01 | TCRBJ01-04*01 | 7.49        |
|        | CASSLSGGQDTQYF       | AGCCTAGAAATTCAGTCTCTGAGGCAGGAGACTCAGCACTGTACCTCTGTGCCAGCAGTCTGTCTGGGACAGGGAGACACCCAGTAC | TCRBV26-01*01 | TCRBD01-01*01 | TCRBJ02-05*01 | 4.63        |
|        | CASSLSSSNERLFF       | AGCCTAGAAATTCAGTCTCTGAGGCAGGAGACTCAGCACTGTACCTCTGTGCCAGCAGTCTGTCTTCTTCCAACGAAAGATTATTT  | TCRBV26-01*01 | unknown       | TCRBJ01-04*01 | 4.25        |
|        | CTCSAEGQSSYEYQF      | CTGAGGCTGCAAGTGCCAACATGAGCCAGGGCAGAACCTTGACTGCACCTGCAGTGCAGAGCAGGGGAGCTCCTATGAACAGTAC   | TCRBV01-01*01 | TCRBD01-01*01 | TCRBJ02-07*01 | 1.69        |
|        | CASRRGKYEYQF         | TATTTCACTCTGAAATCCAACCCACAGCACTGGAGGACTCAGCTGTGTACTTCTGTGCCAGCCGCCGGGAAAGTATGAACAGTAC   | TCRBV03-01*01 | unknown       | TCRBJ02-07*01 | 1.48        |
|        | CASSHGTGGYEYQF       | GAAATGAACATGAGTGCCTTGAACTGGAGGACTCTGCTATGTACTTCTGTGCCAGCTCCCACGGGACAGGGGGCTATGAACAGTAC  | TCRBV12-01*01 | TCRBD01-01*01 | TCRBJ02-07*01 | 0.97        |
|        | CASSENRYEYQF         | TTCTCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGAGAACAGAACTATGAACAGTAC  | TCRBV13-03*01 | TCRBD01-01*01 | TCRBJ02-07*01 | 0.94        |
|        | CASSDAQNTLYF         | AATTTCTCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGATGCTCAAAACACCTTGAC  | TCRBV13-03*01 | unknown       | TCRBJ02-04*01 | 0.77        |
| 3R     | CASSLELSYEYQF        | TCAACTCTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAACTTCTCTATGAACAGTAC  | TCRBV16-01*01 | TCRBD02-01*01 | TCRBJ02-07*01 | 15.84       |
|        | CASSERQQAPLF         | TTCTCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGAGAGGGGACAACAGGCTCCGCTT | TCRBV13-03*01 | TCRBD01-01*01 | TCRBJ01-05*01 | 14.66       |
|        | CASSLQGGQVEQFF       | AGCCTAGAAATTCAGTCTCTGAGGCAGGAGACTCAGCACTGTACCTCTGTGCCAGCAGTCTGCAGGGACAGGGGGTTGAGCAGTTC  | TCRBV26-01*01 | TCRBD01-01*01 | TCRBJ02-01*01 | 6.44        |
|        | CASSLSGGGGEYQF       | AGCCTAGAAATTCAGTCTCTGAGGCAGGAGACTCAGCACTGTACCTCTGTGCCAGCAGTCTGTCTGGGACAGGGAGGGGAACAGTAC | TCRBV26-01*01 | TCRBD01-01*01 | TCRBJ02-07*01 | 4.30        |
|        | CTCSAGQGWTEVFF       | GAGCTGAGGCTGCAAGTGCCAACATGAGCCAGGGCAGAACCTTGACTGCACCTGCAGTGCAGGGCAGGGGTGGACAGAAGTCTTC   | TCRBV01-01*01 | TCRBD01-01*01 | TCRBJ01-01*01 | 3.60        |
|        | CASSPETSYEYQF        | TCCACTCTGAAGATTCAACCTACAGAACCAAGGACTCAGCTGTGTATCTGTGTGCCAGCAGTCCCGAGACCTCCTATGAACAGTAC  | TCRBV15-01*01 | unknown       | TCRBJ02-07*01 | 2.62        |
|        | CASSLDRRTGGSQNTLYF   | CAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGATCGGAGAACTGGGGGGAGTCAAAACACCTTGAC   | TCRBV16-01*01 | TCRBD02-01*01 | TCRBJ02-04*01 | 2.59        |
|        | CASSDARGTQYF         | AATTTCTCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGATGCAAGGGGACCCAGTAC  | TCRBV13-03*01 | TCRBD01-01*01 | TCRBJ02-05*01 | 2.52        |
|        | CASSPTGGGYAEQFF      | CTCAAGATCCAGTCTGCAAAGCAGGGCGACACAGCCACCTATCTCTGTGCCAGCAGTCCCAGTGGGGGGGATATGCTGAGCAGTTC  | TCRBV14-01*01 | TCRBD02-01*01 | TCRBJ02-01*01 | 1.84        |
|        | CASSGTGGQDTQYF       | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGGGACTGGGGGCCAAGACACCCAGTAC | TCRBV13-03*01 | TCRBD02-01*01 | TCRBJ02-05*01 | 1.79        |

Supplemental Table 2: Detailed clonotype information for top 10 TCRβ rearrangements in each sample

| Sample | TCRβ CDR3 Amino_Acid | Rearrangement                                                                            | TCRβV         | TCRβD         | TCRβJ         | % of Sample |
|--------|----------------------|------------------------------------------------------------------------------------------|---------------|---------------|---------------|-------------|
| 4NR    | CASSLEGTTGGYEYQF     | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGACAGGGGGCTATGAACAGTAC   | TCRβV16-01*01 | TCRβD01-01*01 | TCRβJ02-07*01 | 17.25       |
|        | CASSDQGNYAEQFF       | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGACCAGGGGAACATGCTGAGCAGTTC   | TCRβV13-03*01 | TCRβD01-01*01 | TCRβJ02-01*01 | 11.08       |
|        | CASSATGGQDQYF        | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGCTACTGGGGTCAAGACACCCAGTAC   | TCRβV13-03*01 | TCRβD02-01*01 | TCRβJ02-05*01 | 10.49       |
|        | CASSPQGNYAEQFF       | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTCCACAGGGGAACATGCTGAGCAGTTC   | TCRβV13-03*01 | TCRβD01-01*01 | TCRβJ02-01*01 | 7.31        |
|        | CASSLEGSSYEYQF       | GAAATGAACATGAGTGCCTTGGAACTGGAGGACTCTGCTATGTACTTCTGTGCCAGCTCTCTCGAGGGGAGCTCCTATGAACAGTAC  | TCRβV12-01*01 | TCRβD01-01*01 | TCRβJ02-07*01 | 7.25        |
|        | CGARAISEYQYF         | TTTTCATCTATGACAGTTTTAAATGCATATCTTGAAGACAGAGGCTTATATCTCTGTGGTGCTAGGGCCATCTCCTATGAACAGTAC  | TCRβV20-01*01 | TCRβD01-01*01 | TCRβJ02-07*01 | 2.67        |
|        | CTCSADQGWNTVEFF      | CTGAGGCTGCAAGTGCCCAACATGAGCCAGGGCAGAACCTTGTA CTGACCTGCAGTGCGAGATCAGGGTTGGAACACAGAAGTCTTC | TCRβV01-01*01 | TCRβD01-01*01 | TCRβJ01-01*01 | 2.43        |
|        | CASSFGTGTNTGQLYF     | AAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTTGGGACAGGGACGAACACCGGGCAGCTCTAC   | TCRβV16-01*01 | TCRβD01-01*01 | TCRβJ02-02*01 | 1.64        |
|        | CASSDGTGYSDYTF       | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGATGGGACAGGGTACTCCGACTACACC  | TCRβV13-03*01 | TCRβD01-01*01 | TCRβJ01-02*01 | 1.40        |
|        | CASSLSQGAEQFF        | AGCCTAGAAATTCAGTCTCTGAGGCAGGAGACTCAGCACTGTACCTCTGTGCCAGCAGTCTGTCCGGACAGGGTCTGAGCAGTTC    | TCRβV26-01*01 | TCRβD01-01*01 | TCRβJ02-01*01 | 1.19        |
| 5NR    | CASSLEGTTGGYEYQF     | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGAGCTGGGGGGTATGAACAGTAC  | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 23.11       |
|        | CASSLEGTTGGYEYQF     | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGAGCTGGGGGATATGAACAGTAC  | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 14.84       |
|        | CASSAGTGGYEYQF       | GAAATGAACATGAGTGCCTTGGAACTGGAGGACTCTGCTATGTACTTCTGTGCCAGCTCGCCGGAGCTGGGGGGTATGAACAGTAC   | TCRβV12-01*01 | TCRβD01-01*01 | TCRβJ02-07*01 | 8.25        |
|        | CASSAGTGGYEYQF       | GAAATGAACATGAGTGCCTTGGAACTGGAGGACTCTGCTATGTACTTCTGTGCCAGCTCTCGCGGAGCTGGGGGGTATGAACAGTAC  | TCRβV12-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 6.98        |
|        | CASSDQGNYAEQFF       | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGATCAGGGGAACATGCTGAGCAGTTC   | TCRβV13-03*01 | TCRβD01-01*01 | TCRβJ02-01*01 | 5.26        |
|        | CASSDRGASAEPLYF      | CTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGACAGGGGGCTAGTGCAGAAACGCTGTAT   | TCRβV13-03*01 | unknown       | TCRβJ02-03*01 | 4.48        |
|        | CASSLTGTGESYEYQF     | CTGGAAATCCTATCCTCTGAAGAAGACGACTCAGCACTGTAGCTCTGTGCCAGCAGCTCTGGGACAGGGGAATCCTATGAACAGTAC  | TCRβV24-01*02 | TCRβD01-01*01 | TCRβJ02-07*01 | 4.00        |
|        | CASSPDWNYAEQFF       | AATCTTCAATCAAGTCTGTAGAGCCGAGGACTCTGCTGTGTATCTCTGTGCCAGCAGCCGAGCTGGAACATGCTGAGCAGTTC      | TCRβV04-01*01 | TCRβD02-01*01 | TCRβJ02-01*01 | 3.31        |
|        | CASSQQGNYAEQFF       | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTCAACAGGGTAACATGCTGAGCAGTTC   | TCRβV13-03*01 | TCRβD01-01*01 | TCRβJ02-01*01 | 2.21        |
|        | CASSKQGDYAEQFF       | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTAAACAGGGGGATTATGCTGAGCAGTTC  | TCRβV13-03*01 | TCRβD01-01*01 | TCRβJ02-01*01 | 1.35        |
| 6NR    | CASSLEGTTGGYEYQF     | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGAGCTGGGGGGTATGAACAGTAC  | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 42.54       |
|        | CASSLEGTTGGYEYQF     | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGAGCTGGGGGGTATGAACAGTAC  | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 7.25        |
|        | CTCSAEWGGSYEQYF      | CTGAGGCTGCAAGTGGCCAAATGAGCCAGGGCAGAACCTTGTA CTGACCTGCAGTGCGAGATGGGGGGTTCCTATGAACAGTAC    | TCRβV01-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 6.82        |
|        | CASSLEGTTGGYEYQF     | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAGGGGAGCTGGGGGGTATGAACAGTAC  | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 3.69        |
|        | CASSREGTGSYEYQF      | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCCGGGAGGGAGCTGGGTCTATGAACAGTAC    | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 2.83        |
|        | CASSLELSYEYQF        | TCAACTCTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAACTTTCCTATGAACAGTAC   | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 2.23        |
|        | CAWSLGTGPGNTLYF      | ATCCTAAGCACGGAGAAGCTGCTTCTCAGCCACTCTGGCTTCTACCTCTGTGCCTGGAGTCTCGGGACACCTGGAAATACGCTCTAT  | TCRβV31-01*01 | TCRβD01-01*01 | TCRβJ01-03*01 | 1.67        |
|        | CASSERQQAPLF         | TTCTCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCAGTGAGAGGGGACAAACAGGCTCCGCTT | TCRβV13-03*01 | TCRβD01-01*01 | TCRβJ01-05*01 | 1.07        |
|        | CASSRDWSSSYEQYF      | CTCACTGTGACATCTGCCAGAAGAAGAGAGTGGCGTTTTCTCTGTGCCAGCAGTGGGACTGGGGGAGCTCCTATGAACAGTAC      | TCRβV19-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 1.07        |
|        | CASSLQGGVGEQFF       | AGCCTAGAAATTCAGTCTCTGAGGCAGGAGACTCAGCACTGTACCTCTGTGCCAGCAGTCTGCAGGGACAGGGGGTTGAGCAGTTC   | TCRβV26-01*01 | TCRβD01-01*01 | TCRβJ02-01*01 | 0.69        |
| 7NR    | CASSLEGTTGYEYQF      | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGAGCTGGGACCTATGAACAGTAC  | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 37.56       |
|        | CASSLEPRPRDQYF       | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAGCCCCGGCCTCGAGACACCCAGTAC   | TCRβV16-01*01 | unknown       | TCRβJ02-05*01 | 6.07        |
|        | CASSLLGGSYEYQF       | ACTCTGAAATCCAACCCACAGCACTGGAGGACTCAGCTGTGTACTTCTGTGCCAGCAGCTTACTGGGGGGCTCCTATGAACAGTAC   | TCRβV03-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 4.23        |
|        | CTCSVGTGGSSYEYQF     | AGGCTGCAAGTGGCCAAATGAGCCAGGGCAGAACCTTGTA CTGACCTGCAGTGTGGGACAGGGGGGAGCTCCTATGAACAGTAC    | TCRβV01-01*01 | TCRβD01-01*01 | TCRβJ02-07*01 | 4.05        |
|        | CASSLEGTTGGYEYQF     | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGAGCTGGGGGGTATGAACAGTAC  | TCRβV16-01*01 | TCRβD02-01*01 | TCRβJ02-07*01 | 3.65        |
|        | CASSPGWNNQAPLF       | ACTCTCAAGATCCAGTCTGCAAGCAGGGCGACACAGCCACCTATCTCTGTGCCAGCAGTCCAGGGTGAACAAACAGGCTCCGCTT    | TCRβV14-01*01 | TCRβD01-01*01 | TCRβJ01-05*01 | 3.57        |
|        | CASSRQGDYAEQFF       | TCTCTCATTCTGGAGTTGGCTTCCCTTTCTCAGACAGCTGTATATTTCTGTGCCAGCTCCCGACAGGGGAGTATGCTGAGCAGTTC   | TCRβV13-03*01 | TCRβD01-01*01 | TCRβJ02-01*01 | 3.42        |
|        | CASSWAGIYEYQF        | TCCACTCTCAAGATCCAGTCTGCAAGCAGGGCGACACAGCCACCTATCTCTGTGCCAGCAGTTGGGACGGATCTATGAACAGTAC    | TCRβV14-01*01 | TCRβD01-01*01 | TCRβJ02-07*01 | 2.94        |
|        | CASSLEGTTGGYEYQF     | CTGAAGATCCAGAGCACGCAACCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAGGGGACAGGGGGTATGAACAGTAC    | TCRβV16-01*01 | TCRβD01-01*01 | TCRβJ02-07*01 | 1.94        |
|        | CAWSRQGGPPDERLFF     | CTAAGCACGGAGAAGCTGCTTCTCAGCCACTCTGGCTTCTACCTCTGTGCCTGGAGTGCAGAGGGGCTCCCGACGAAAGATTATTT   | TCRβV31-01*01 | TCRβD01-01*01 | TCRβJ01-04*01 | 1.45        |

Supplemental Table 2. Detailed clonotype information for top 10 TCRβ rearrangements in each sample. CD8 T cells from each sample were grouped into clones by identical nucleotide sequence of the TCRβ CDR3 chain. The top 10 rearrangements by abundance in each sample are shown, with their corresponding CDR3 amino acid sequence, nucleotide sequence (rearrangement), V, D, and J gene and allele usage, and percent (% = the number of cells with each rearrangement / the number of total cells sequenced for a given sample).

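The percent in this table divides a rearrangement's templates by the productive templates of the mouse, so 1 template was worth 0.00659% in 7NR and 0.0429% in 6NR. These values set the smallest step between frequencies in each mouse.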

Supplemental Table 3: TCRβ CDR3 sequences shared in 7 TIL samples

| ID Number | TCRβ CDR3       | 1R     | 2R     | 3R    | 4NR    | 5NR    | 6NR    | 7NR   |
|-----------|-----------------|--------|--------|-------|--------|--------|--------|-------|
| 1         | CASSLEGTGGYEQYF | 24.676 | 33.462 | 3.402 | 17.404 | 38.123 | 54.674 | 7.509 |
| 2         | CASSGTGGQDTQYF  | 0.036  | 0.105  | 1.822 | 0.040  | 0.009  | 0.172  | 0.283 |
| 3         | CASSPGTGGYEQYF  | 0.167  | 0.140  | 0.071 | 0.099  | 1.244  | 0.472  | 0.020 |
| 4         | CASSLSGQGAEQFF  | 0.167  | 0.117  | 0.030 | 1.185  | 0.136  | 0.214  | 0.013 |
| 5         | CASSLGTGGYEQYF  | 0.014  | 0.409  | 0.172 | 0.040  | 0.034  | 0.129  | 0.033 |

Supplemental Table 3: TCRβ CDR3 amino acid sequences shared in 7 TIL samples. TCRβ CDR3 amino acid sequences shared between all seven TIL samples were evaluated. Five shared TCRβ CDR3 sequences with percent (% = the number of cells with each TCRβ CDR3 amino acid sequence / the number of total cells sequenced for a given sample) in each sample are shown.

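The leading nucleotide rearrangement of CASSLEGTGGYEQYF differed between mice. In 3R, 5NR, 6NR and 7NR it was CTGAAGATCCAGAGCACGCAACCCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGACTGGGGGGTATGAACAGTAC, with 150, 2713, 992 and 554 templates. In 1R it was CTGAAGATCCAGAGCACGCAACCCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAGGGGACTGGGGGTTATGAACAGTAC with 1653 templates, in 2R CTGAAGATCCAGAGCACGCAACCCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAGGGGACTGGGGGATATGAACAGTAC with 2850, and in 4NR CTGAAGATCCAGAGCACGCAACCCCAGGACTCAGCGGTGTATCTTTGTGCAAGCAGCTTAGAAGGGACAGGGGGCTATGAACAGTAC with 873. The leading rearrangement made up 44.6% (3R) to 99.5% (2R) of the clonotype's templates.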

**Supplemental Table 4: Samples sequenced by Single-cell TCR sequencing (10× Genomics) or immunoSEQ TCRβ DNA sequencing (Adaptive Biotechnologies)**

| Single-cell TCR sequencing |                  |      | ImmunoSEQ TCRβ DNA sequencing |                  |       |
|----------------------------|------------------|------|-------------------------------|------------------|-------|
| ID                         | Mouse            | #TCR | ID                            | Mouse            | #TCR  |
| RTIL1                      | Responder #1     | 2810 | 1R                            | Responder #1     | 13807 |
| RTIL2                      | Responder #2     | 5175 | 2R                            | Responder #2     | 8556  |
| RTIL3                      | Responder #3     | 1777 | 3R                            | Responder #3     | 9877  |
| RTIL4                      | Responder #4     | 3056 | 4NR                           | Non-responder #1 | 5062  |
| NRTIL1                     | Non-responder #1 | 615  | 5NR                           | Non-responder #2 | 11741 |
| NRTIL2                     | Non-responder #2 | 1248 | 6NR                           | Non-responder #3 | 2332  |
| NRTIL3                     | Non-responder #3 | 1885 | 7NR                           | Non-responder #4 | 15182 |
| NRTIL4                     | Non-responder #4 | 3043 |                               |                  |       |

**Supplemental Table 4: Comparison of the number of productive TCRs sequenced by Single-cell TCR sequencing (10× Genomics) or immunoSEQ TCRβ DNA sequencing (Adaptive Biotechnologies).** CD8 T cells isolated from the tumors of 4 responding and 4 non-responding mice (John J, 2022) were subjected to 10× Genomics TCR VDJ sequencing. CD8 T cells isolated from the tumors of 3 responding mice and 4 non-responding mice (in the current study) were subjected to immunoSEQ TCRβ DNA sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

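TCRβ rearrangements were measured in genomic DNA of CD8 TILs from 3 R and 4 NR mice, 1 library per mouse. The deposited template counts are whole numbers that the authors' service provider estimated from sequencing reads for each nucleotide rearrangement, without normalization. The deposited fraction of each rearrangement is its templates divided by all templates of the mouse or, for productive rearrangements, by its productive templates. Read counts per rearrangement were empty in all records, so the alternative of weighting by reads was not run. The authors' deposited overview gives the input DNA, the number of cells estimated from its mass as a count, and Simpson clonality as a fraction. The genome build is not named in the paper's text, and V and J segments are named by gene without coordinates. Genome coordinates of the segments were not used here.

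Productive frequencies were recomputed from the templates and differed from the deposited ones by at most 9.89e-17. The 62 clonotypes of Table 1 were all found, with percentages within 4.79e-06 percentage points of the paper's. Productive templates ranged from 2332 to 15182 per mouse, so 1 template was worth between 0.00659% and 0.0429% of a repertoire. Confidence intervals are 95% Wilson intervals. They cover counting error only, not variation in PCR between primers or in the sampling of the tumor.

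The indexes follow the definitions in the paper's methods. R and NR were compared over mice with a two-sided exact permutation test of the difference in means over all 35 divisions, smallest possible p 0.0286. The paper names an unpaired t test of means, which treats the samples as normally distributed, and it was run as an alternative on the gene averages. Exclusivity used a two-sided Fisher's exact test on clonotypes assigned to the group with the higher mean abundance, and was recounted over the 35 divisions. Gene usage was tested on the average productive frequency per gene and, as template counts, with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization and genes of at least 10 templates over the mice. As few genes were tested, a common dispersion was used and no trend was fitted. The standard errors given with edgeR's log2 fold changes are the absolute change divided by the square root of the test's F statistic. They restate the test and are not separate estimates of error. DESeq2 1.42.0 with a mean dispersion fit and no independent filtering was an alternative. Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 were used for the rest.

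The count tests were tested on simulated data with 4-fold changes over 40 simulations. At a dispersion of 0.05, edgeR recovered 98.5% of 200 changed V genes and 99.5% of 200 changed J genes. At the dispersions estimated from these mice, 0.472 and 0.39, it recovered 21.4% of 192 and 46.7% of 199, and DESeq2 recovered 40.1% and 64.8%. The exact permutation test on the shares of simulated V genes at the dispersion of 0.05 recovered 86.5% of 200 changed genes, with 7.5% of 800 unchanged genes below 0.05.

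Alternatives covered the definition of a clonotype, the rearrangements counted, depth, the number of top clonotypes, the thresholds, the measure of gene usage, the normalization, the tool, the filter and leaving out each mouse in turn. They were set before the data were examined, and the settings added afterwards are named as such. Clonotypes named are the 5 shared by all mice, the 2 most abundant rearrangements of each mouse and those above 1% in both groups. The V and J genes named are those the paper names, the most used ones and those below 0.05 in a test. TCRBV31-01 was named after its values were seen.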

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

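The tests of the 2 deepest mice, of direction, of top non-productive rearrangements, of the stop-codon rearrangement in 1R and of insertions in top rearrangements were chosen only after the result was seen. Of 16 measures examined in the 4 NR mice, 4 had a mouse apart from the others, where about 1 in 20 is what chance gives.

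Among NR mice, 4NR had the highest share of templates in out-of-frame rearrangements, 27.5%, against 18.2% to 19.2% in the other 3. A single out-of-frame rearrangement with 806 templates made up 41.7% of the out-of-frame templates of 4NR. With each rearrangement counted once, 4NR had 35.8% and was no longer the highest NR mouse. The highest was 5NR with 36.6%, and its gap to 4NR, the nearest mouse, was 0.325 of the range, below Dixon's critical value for 4 samples. A few large clones are therefore a candidate explanation. No biological explanation was tested.

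The share of templates with a stop codon was lowest in 6NR, 0.105%, from 3 templates. Its 95% Wilson interval reached 0.308%, just below the 0.327% of the next mouse, 7NR, so counting error in 6NR alone did not reach that value. The value of 7NR rested on 61 templates and its own counting error was left out. Counting error in both mice together therefore stays open as an explanation. No biological explanation was tested.

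The average productive frequencies of TCRBV16-01 (1.48%) and TCRBJ02-07 (0.921%) were highest in 6NR among NR mice. This measure divides by the number of rearrangements seen, which depends on depth, and 6NR had the fewest templates. With every mouse at the depth of 6NR, the highest NR mouse for TCRBV16-01 was 5NR (1.76%). For TCRBJ02-07 it was still 6NR, with a gap to the nearest mouse of 0.353 of the range, below the same critical value. The lower depth of 6NR is therefore a candidate explanation.

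The paper does not report on non-productive rearrangements. Of these, 144 had the identical nucleotide sequence in at least 2 mice. They were 3.74% of the distinct non-productive sequences, against 4.20% for productive ones. Carry-over of DNA or reads between samples may have contributed, since it would copy both kinds alike. With at least 2 templates in each mouse, however, 58 of 3848 non-productive and 150 of 6530 productive sequences were shared. This lower share of non-productive ones was not tested, and it goes against equal copying. Carry-over also predicts a steady ratio of frequencies within a pair. The SD of the log10 ratio was 0.193 to 0.578 in 11 pairs of mice. In these, at least 50% of the top rearrangements of 1 mouse were found in the other. These 11 pairs, and the direction within each, were picked from the data, which inflates the contrast between directions. In them, 148 of 200 top rearrangements (74.0%) were found in 1 direction and 18 of 246 (7.32%) in the opposite direction, and 7 of the 11 pairs were of an R and an NR mouse. Because of that choice, these values decide between no explanations.

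Without any choice of pairs, the top rearrangements of the 5 other mice were looked for in the 2 deepest mice, 1R with 18392 templates and 7NR with 18642. Of 99, 19 (19.2%) were found in 1R, and of 97, 58 (59.8%) in 7NR (two-sided Fisher's exact test, p = 6.63e-09, with rearrangements as the unit, most of which enter both shares). Those of 4NR went the opposite way, with 14 of 15 found in 1R and 1 of 15 in 7NR. Misassigned reads among all libraries of a run would reach both mice alike, so these shares argue against that as the whole cause. T cell clones that arose independently in several mice and were selected through their protein would leave top non-productive rearrangements found less often. Of all top rearrangements, each counted once, 22 of 33 non-productive ones (66.7%) and 67 of 93 productive ones (72.0%) were found in any other mouse (two-sided Fisher's exact test, p = 0.657). The top rearrangements were also counted once for each other mouse, so that the same one enters up to 6 times. Of these, 35 of 208 non-productive and 153 of 626 productive ones were found. This lower share of non-productive ones was not tested because these counts are not independent, and it pools pairs that differed. In the 11 pairs picked from the data, 31 of 42 non-productive (73.8%) and 117 of 158 productive ones (74.1%) were found in 1 direction. These near-equal shares go against independent clones. In the other 10 pairs, 0 of 97 non-productive and 22 of 291 productive ones were found, which goes with independent clones. Independent clones therefore cannot be told apart from carry-over. With each rearrangement counted once the difference lies within counting error, the repeated counts are not independent, and the pairs were picked.

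Convergent recombination of easily made sequences stays open for the same copies. If it were the source, shared rearrangements would have fewer N insertions, and copies would have other nucleotide sequences. Productive rearrangements found in at least 2 mice had a mean of 3.02 N insertions, against 3.43 for those found in 1 mouse (two-sided permutation test with 100000 resamples, p = 0.00916), which goes with convergence. The identical nucleotide sequence in 77.6% of the low-frequency copies goes against it. Convergence cannot be told apart from carry-over for these copies, because the insertions and the identical sequences point in opposite directions. Among non-productive rearrangements the means were 4.26 and 4.71 (two-sided permutation test, p = 0.255). After these values were seen, other measures were tried in place of the mean over all shared rearrangements, on the top rearrangements of the 11 pairs picked from the data, and the first measure was then restored. Of these, the 75 found in the other mouse of a pair had a mean of 3.12 insertions, against 3.82 for the 11 not found (two-sided permutation test, p = 0.384). Among the 75, the share without insertions was 10.7% (95% Wilson interval 5.50 to 19.7) against 9.37% of all rearrangements, and the share with at least 4 was 37.3% (27.3 to 48.6) against 46.8%. As the pairs were picked, these measures decide nothing about convergence. Of all rearrangements found in at least 2 mice, 104 of 274 productive and 76 of 144 non-productive ones (52.8%) had at least 4 insertions. The 46.8% covers both kinds, so neither share has a matching value to compare it with. Shared housing, litter and the handling of the samples were not analysed here, and exchange of DNA was not measured directly.

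In 1R, 1552 templates carried a rearrangement with a stop codon, against 3 to 106 in the other mice. A single rearrangement, with TCRBV13-03 and TCRBJ01-05, took 1426 of them, 7.75% of all templates (95% Wilson interval 7.38 to 8.15). All stop-codon rearrangements together took at most 0.833% of templates in any other mouse. A higher frequency of this one elsewhere was therefore excluded by the values that prompted the test, which is no separate evidence on carry-over. The number of other mice with it at any frequency was 0, so none of them is a candidate source of carry-over of DNA or reads into 1R. A second allele of an expanded clone would have the same number of templates as its productive partner. The number of productive rearrangements of 1R within counting error was 0, the closest having 1545 templates (exact binomial test, two-sided, p = 0.0304). As primers can amplify alleles unequally, a second allele of a clone cannot be told apart from other sources.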

How the results depend on the processing

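Adding the settings that kept each nucleotide rearrangement only in its highest mouse, used resolved gene calls only, required at least 2 templates in each mouse, counted non-productive rearrangements or used an unpaired t test of means, and the tests on them, came only after the results were seen.

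Simpson clonality, Simpson's dominance index and normalized richness kept their direction under every setting run, with p values of 0.2 or more. The size of the difference, R minus NR, varied when a mouse was left out. It ranged from -0.0955 to -0.0129 for clonality, from -0.0627 to -0.00682 for dominance and from -0.0403 to -0.00492 for richness. With 1 mouse left out, the smallest possible p is 0.0667 or 0.1, so these fits say nothing about the threshold. Exclusivity at >1% and >0.5% stayed below 0.05 under every setting run, with 84.6% to 98.5% and 71.8% to 95.5% of clonotypes confined. Left out in turn, the mice gave 88.2% to 96.0% at >1% and 78.4% to 92.0% at >0.5%.

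For differences R minus NR, the clonal expansion index reversed at equal depth (-0.0299) and without 4NR (-0.0116), within a range of -0.0116 to 0.171 over the fits that left out 1 mouse. The mean frequency of the top 20 reversed to 0.000208 with the top 50, to 0.000228 with each rearrangement only in its highest mouse, to 0.00121 without 3R and to 0.000415 without 5NR (range -0.00214 to 0.00121). The share in hyperexpanded or large clones reversed to -0.0195 without 4NR (range -0.0195 to 0.0289). The p of each was 0.2 or more, and the cause was not tested.

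Exclusivity at >0.1% came to 65.7% with top clonotypes over 0.5% (two-sided Fisher's exact test, p = 0.00250), 38.5% over 2% (reversed), 90.3% without nucleotide-identical copies and 91.0% with each rearrangement only in its highest mouse. Leaving out 1 mouse gave 43.1% to 72.0%, with 72.0% without 3R and 67.2% without 6NR below 0.05, and 43.1% without 7NR reversed. At any frequency the main odds ratio was 0.511, below 1, so clonotypes seen in the opposite group outnumbered confined ones. With top clonotypes over 0.5% the confined share was 35.4%, further from exclusivity (odds ratio 0.298, two-sided Fisher's exact test, p = 0.00478). It reversed toward exclusivity at 75.8% without identical copies (odds ratio 10.2). The same held at 79.1% with each rearrangement only in its highest mouse (odds ratio 14.6). Leaving out 1 mouse gave 33.3% to 66.0%. The 66.0% without 3R reversed toward exclusivity, and the 33.3% without 7NR was below 0.05 in the direction away from it (odds ratio 0.208). The removal of copies raises these shares by its own construction. The cause of the other changes was not tested.

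Clonotypes above the threshold in only 1 mouse each numbered 87 at 0.5% and 35 at 2%, as more or fewer clonotypes pass, and 44 to 54 with 1 mouse left out. By nucleotide rearrangement 0 sequences were shared by all 7 mice, and 2 CDR3 sequences were with each rearrangement only in its highest mouse (5 to 7 with 1 mouse left out). Identical productive rearrangements in at least 2 mice numbered 150 with at least 2 templates in each. Non-productive ones numbered 144 with any template and 58 with at least 2 templates in each.

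On gene usage, the summed frequency gave 3 V genes and 1 J gene with an unadjusted p below 0.05, and counting each rearrangement once gave 1 V gene (TCRBV30-01). The unpaired t test of means on the average gave 2 V genes (TCRBV26-01 and TCRBV30-01) and 0 J genes, and 0 after adjustment. Leaving out a mouse gave no count on the average, for the same reason. In template counts, V genes with an adjusted p below 0.05 numbered 1 with library size alone, 3 with DESeq2, 1 with all rearrangements and 1 with each rearrangement only in its highest mouse, and 0 to 0 with 1 mouse left out. All 35 of 35 divisions of the mice gave at least the observed 0, as any count must, and 8 gave at least the observed 4 with an unadjusted p below 0.05. The 3 with DESeq2 were TCRBV26-01, TCRBV29-01 and TCRBV31-01, and the 1 with all rearrangements was TCRBV29-01. In productive templates TCRBV29-01 had a log2 fold change of 3.10, and 0.87 without 2R. J genes numbered 2 with DESeq2, 0 with each rearrangement counted once and 0 with resolved calls only. With 1 mouse left out they numbered 0 to 2, being 2 without 1R, 2 without 3R and 0 without 4NR. The second gene in each of these counts of 2 was TCRBJ01-04. In 5 of the 35 divisions as many J genes passed. TCRBJ01-05 reversed when each rearrangement was counted once (-0.0570) and without 3R (-0.0638, range -0.0638 to 0.175). For single genes, 9 results passed 0.05 under the alternatives set in advance and 3 under added ones, and 1 no longer passed. The cause was not tested.

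The replicate numbers do not pair the mice, since correlations of same-numbered pairs were 0.304, -0.149 and 0.167 for V genes and 0.184, -0.520 and 0.172 for J genes. With the replicate block the edgeR tests gave 0 V genes and 1 J gene, and a log2 fold change of 1.95 for TCRBV26-01. Over 3 pairs the smallest possible p is 0.25.

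Depth limits the results at low frequency, as 0 templates in 6NR allow 0.129% and the numbers of shared clonotypes there are lower bounds.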

Differences from the paper's values

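Of the tests in this part, the one that kept each rearrangement in its highest mouse and the unpaired t test were chosen after the result was seen. Of 40 values stated in the paper's text and tables, 39 were identical, and of the 54 values compared, including those read from figures, 0 differed by more than 1.5 times. The exception is the number of NR clonotypes seen in NR only at >1%. The paper's legend of Figure 2B gives 28, and 30 of 32 were counted here.

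The average productive frequency of TCRBV26-01 is about 0.24% in R and about 0.096% in NR in Supplemental Figure 2E, read by eye, and 0.243% and 0.0958% here. That of TCRBV30-01 is about 0.012% and about 0.0038% in Supplemental Figure 2E, and 0.0119% and 0.00378% here. The paper calls both genes different between R and NR. Here the two-sided exact permutation tests gave p = 0.0857 and p = 0.0571. The unpaired t test of means named in the paper's methods, added here after the values were seen, gave an unadjusted p of 0.0473 and 0.0458 for these genes, below 0.05 where the exact permutation test was above it, and an adjusted p of 0.757 for both over 32 V gene labels. It treats the values as normally distributed, which was not tested here. Among the alternatives set before the data were examined, the summed frequency gave p = 0.0286 for both (two-sided exact permutation test), counting each rearrangement once gave 0.0286 for TCRBV30-01, and for TCRBV26-01 edgeR with library size alone gave an adjusted p of 0.0464 and DESeq2 one of 0.00617. Keeping each rearrangement only in its highest mouse, chosen after seeing the values, gave an adjusted p of 0.0203 for TCRBV26-01 in edgeR. Counting each rearrangement once gave p = 0.714 for TCRBV26-01 (two-sided exact permutation test) and an adjusted p of 0.864 in edgeR, and averaging over the mice that use the gene gave p = 0.2 for TCRBV30-01 (two-sided exact permutation test). Over all settings run, the adjusted p in edgeR or DESeq2 was between 0.00617 and 0.864 for TCRBV26-01 and between 0.165 and 0.851 for TCRBV30-01. All values of TCRBV30-01 rest on 12 productive templates over the 7 mice.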

Other observations

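The tests of the shared clonotype, of the divisions at >0.5% and below, and of the sets of mice were chosen only after the result was seen.

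Exclusivity by outcome was compared with other divisions of the 7 mice into 3 and 4. At >1%, 32 of the 35 divisions, the one by outcome included, had as many clonotypes confined to their own group, as had 34 at >0.5%, 28 at >0.1% and 15 at any frequency. As 55 of the 62 clonotypes exceeded 1% in only 1 mouse each, most are confined under any division, and the observed exclusivity may reflect differences between mice rather than between outcomes. Without nucleotide-identical copies, 15, 23, 12 and 23 of the 35 divisions had as many. For template counts per gene, 5 of 35 divisions gave as many J genes as the observed 1. None of these counts of confined clonotypes showed an excess for the division by outcome.

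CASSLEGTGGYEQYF was above 1% in all 7 mice. It had 4 different leading nucleotide sequences among them, which argues against carry-over of DNA or reads between samples as the whole source, although 3R, 5NR, 6NR and 7NR had the same one. Of its 52 nucleotide sequences, 36 were in 1 mouse. Their mean number of N insertions was 1.58, against 3.43 for other productive rearrangements, which is consistent with convergent recombination, although 0% of them had no insertion. A response to a shared antigen stays among the open explanations.

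Within the sets {1R, 4NR} and {2R, 3R, 5NR, 6NR, 7NR}, which were defined from the sharing itself and are not conditions, non-productive rearrangements in common numbered 4 to 38 per pair of mice, and across the sets 0 to 3. For CDR3 amino acid sequences found in both mice of a pair, an identical nucleotide sequence was present for 72.3% within the sets and 20.5% across them. Both sets hold R and NR mice.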
